# Telomere dysfunction impairs epidermal stem cell specification and differentiation by disrupting BMP/pSmad/P63 signaling

**DOI:** 10.1371/journal.pgen.1008368

**Published:** 2019-09-13

**Authors:** Na Liu, Yu Yin, Haiying Wang, Zhongcheng Zhou, Xiaoyan Sheng, Haifeng Fu, Renpeng Guo, Hua Wang, Jiao Yang, Peng Gong, Wen Ning, Zhenyu Ju, Yifei Liu, Lin Liu

## Abstract

Telomere shortening is associated with aging and age-associated diseases. Additionally, telomere dysfunction resulting from telomerase gene mutation can lead to premature aging, such as apparent skin atrophy and hair loss. However, the molecular signaling linking telomere dysfunction to skin atrophy remains elusive. Here we show that dysfunctional telomere disrupts BMP/pSmad/P63 signaling, impairing epidermal stem cell specification and differentiation of skin and hair follicles. We find that telomere shortening mediated by *Terc* loss up-regulates *Follistatin* (*Fst*), inhibiting pSmad signaling and down-regulating *P63* and epidermal keratins in an ESC differentiation model as well as in adult development of telomere-shortened mice. Mechanistically, short telomeres disrupt PRC2/H3K27me3-mediated repression of *Fst*. Our findings reveal that skin atrophy due to telomere dysfunction is caused by a previously unappreciated link with Fst and BMP signaling that could be explored in the development of therapies.

## Author summary

Patients with mutations in the telomerase component (eg, Dyskerin, TERT, TERC) are frequently accompanied by symptoms of abnormal epidermis, such as hyperpigmentation, premature skin degradation, hair follicle shedding, skin atrophy, and dry skin. Mice with mutations in telomere-associated proteins or telomerase genes also show similar phenotypes, associated with telomere shortening. However, the underlying molecular signaling and mechanisms remain elusive. Here, we show that the differentiation of epidermis is disrupted resulting from short telomeres. Epidermal differentiation abnormalities can be rescued as the telomere length is extended. Furthermore, we uncover that Fst-BMP-Smad pathway is implicated in regulation of epidermal differentiation by telomeres length.

## Introduction

Telomeres consist of (TTAGGG)n DNA repeats and associated proteins that locate at chromosome ends, maintaining chromosomal stability and cell proliferation. The telomerase complex consists of a telomerase RNA component (TERC) and the reverse transcriptase catalytic subunit (TERT), and adds telomere repeats to chromosome ends to offset the loss of telomere sequences that occurs due to the end-replication problem, the inability of DNA polymerase to replicate fully the lagging DNA strand [1]. In the absence of telomerase, telomeres shorten progressively with cell division, ultimately leading to loss of telomere protection and a DNA damage response that induces senescence or cell death. Telomere shortening is closely tied to organism aging and premature aging and associated diseases [2–5]. Skin atrophy and hair loss are general phenomena associated with age [6]. Moreover, patients with the mutation of telomerase components (e.g. *Dyskerin*, *TERT*, *TERC*) exhibit telomere shortening and skin atrophy [7]. It has been shown that short telomeres impair differentiation and development of the epidermis, and cause skin atrophy and loss of hair follicles, in association with epidermal stem cell dysfunction with aging [8–10]. However, the molecular signaling underlying short telomeres-associated skin atrophy or degeneration and hair follicle loss remains elusive.

Embryonic stem (ES) cells are able to spontaneously differentiate into three embryonic germ layers ectoderm, mesoderm, and endoderm by standard test of embryoid body (EB) formation. This method has been extensively used to investigate signaling pathways that control ES cell differentiation towards various cell lineages [11–13], including epidermis [14–16]. Telomere length is critical for developmental pluripotency and differentiation capacity of ES cells or iPS cells [17–20]. We attempted to investigate how short telomere compromises epidermal lineage specification and differentiation initially by using ES cell lines with different telomere lengths, derived from *Terc* knockout (*Terc*^*–/–*^) mice [17]. We showed that telomere lengths affected differentiation of ES cells into epidermis. We further validated that short telomeres impeded epidermal differentiation in the adult telomerase-deficient, telomere shortened mice. Moreover, we investigated potential regulatory mechanisms of telomere length on epidermis differentiation.

## Results

### Short telomere impairs epidermal stem cell specification and differentiation *in vitro*

To investigate the differentiation defects associated with short telomeres, we initially performed *in vitro* differentiation experiments by standard EB formation test using mouse ES cells with various telomere lengths due to telomerase (*Terc*^*–/–*^) deficiency (Fig 1A and 1B, S1A Fig). Telomeres were longest in wild-type (WT) ES cells, shorter in heterozygous (*Terc*^+/–^) and early generation (G1) *Terc*^–/–^ES cells, and critically short or lost in late generation (G3 and G4) *Terc*^–/–^ES cells (Fig 1C and 1D), as we previously reported [17]. Late generation (G3 and G4) *Terc*^–/–^cells also exhibited short telomeres by day15 of differentiation (Fig 1C and 1D). Upon differentiation, WT ES cells showed significantly reduced expression of pluripotency marker genes such as *Oct4* and *Nanog* (S1B and S1C Fig). However, G3 and G4 *Terc*^–/–^ES cells maintained expression of *Nanog* and *Oct4* at relatively high levels, and low methylation at *Nanog* promoter (S1D Fig), consistent with the finding using *Tert*^–/–^ES cells also with critically short telomeres [18]. Expression levels of genes related to endoderm, mesoderm and neuro-ectoderm did not differ between WT ES cells and ES cells with short telomeres, suggesting that shortening of telomeres does not significantly affect the differentiation of these germ layers (Fig 1E and 1G).

**Fig 1:**
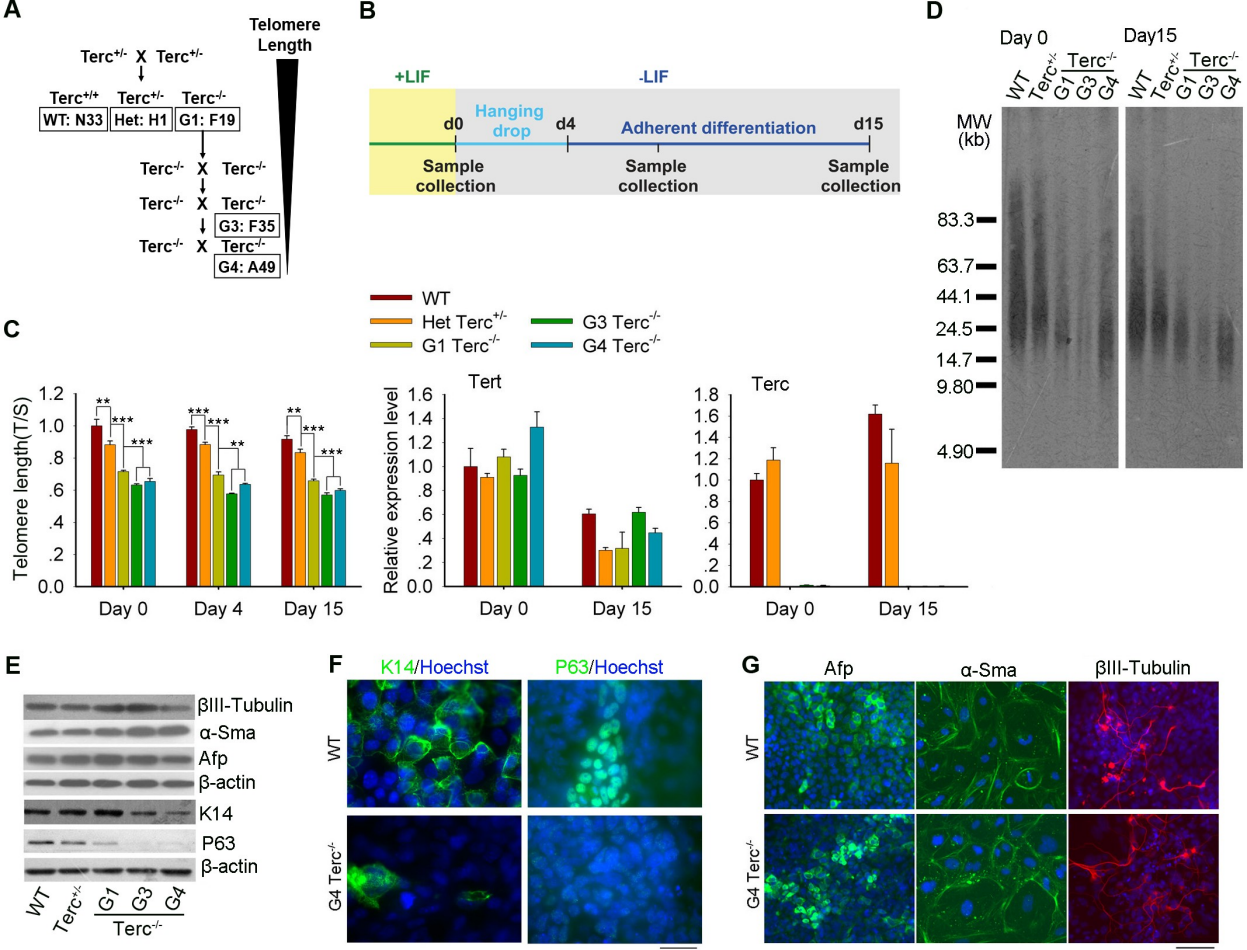
Short telomeres impair differentiation of ES cells into epidermis lineage *in vitro*. (A) Breeding strategy for generating G1, G3, G4 *Terc*^–/–^mice and isolation of their ES cell lines from the corresponding mice. ES cell lines used include WT ES cells (N33), *Terc*^+/-^ ES cells (H1), G1 (F19), G3 (F35), and G4 (A49) *Terc*^–/–^ES cells with long to shortest telomeres, respectively. (B) Schematic illustration of *in vitro* differentiation protocol of ES cells. ES cells were cultured in medium without LIF as hanging drop for 4 days, and then transferred to microwell plates for 11 days. Samples were collected at day 0, day 8, and day 15 following differentiation for various analysis. (C) Telomere length shown as T/S ratio and relative expression levels of *Tert* and *Terc* analyzed by real-time qPCR at day 0, day 4, and day 15 of differentiation. Bars = Mean ± SEM (n = 4). **, p<0.01, ***, p<0.001, compared to WT ES cells at the same time point. (D) Telomere length distribution shown as TRF by Southern blot analysis of ES cells at day 0 and day 15 of differentiation. (E) Protein levels of epidermal (K14 and P63), neural ectodermal (βIII-Tubulin), mesodermal (α-Sma), and endodermal (Afp) markers in ES cells with different telomeres length verified by Western blot analysis at day 15 of differentiation. β-actin served as loading control. (F) Immunofluorescence of epidermal markers K14 and P63 at day 15 of differentiation, displaying areas with defective expression of K14 and P63 in G4 *Terc*^–/–^cells, compared with WT cells. Scale bar = 20 μm. (G) Immunofluorescence of neural ectodermal (βIII-Tubulin), mesodermal (α-Sma), and endodermal (Afp) markers at day 15 of differentiation in G4 *Terc*^–/–^cells and WT cells. Scale bar = 50 μm. ES cells, embryonic stem cells; WT, wild type; K14, Keratin 14.

Notably, expression levels of genes important for epidermal ectoderm differentiation were consistently reduced in telomere shortened (G3/G4 *Terc*^*–/–*^) ES cells following differentiation as compared to WT ES cells (S1E and S1F Fig). During mouse embryo development, epidermal progenitors are specified at around embryonic day 8–12 (E8-12), later than that of neural induction. Expression of *Keratin 14* (*K14*) was at very low level on day 8 of differentiation (Day 8) and was sharply increased on day 15 in WT cells. *K14* was also low on day 8 in G3/G4 *Terc*^–/–^cells, but dramatically reduced on day 15, as compared to WT cells. Consistently, expression levels of *K5* (epidermal basal cell marker), *K1* (epidermis marker of skin) and *K4* (epidermis marker in stratified epithelia) [21], in the differentiated G3/G4 *Terc*^–/–^cells were also significantly lower than that in WT cells (S1F Fig).

*p63* as one of the earliest genes for epidermal lineage is expressed as early as E7.5, identifies epidermal keratinocyte stem cells, and is required for epidermal differentiation [22–24]. *p63* also is expressed earlier than does *K14* during differentiation of human ES cells into keratinocytes [15]. Consistently, *p63* expression was detectable in WT, *Terc*^+/–^, and G1 *Terc*^–/–^cells by day 7–8 of differentiation, earlier than that of Keratins, but only minimal in G3/G4 *Terc*^–/–^cells. *p63* level was further increased by day 15 in WT, *Terc*^+/–^, and G1 *Terc*^–/–^cells, but much lower in G3 and G4 *Terc*^–/–^cells (S1E Fig). Consistent with the qPCR data, protein levels of both K14 and P63 at day 15 were also greatly reduced in G3/ G4 *Terc*^–/–^cells as compared to WT cells (Fig 1E). Immunofluorescence microscopy showed specific staining of P63 in the nuclei and K14 in cytoplasm and membrane in WT cells but much reduced staining in some G4 *Terc*^–/–^cells (Fig 1F). These data indicated that short telomeres lead to decreased expression of *P63* and *K14* and that telomere-shortened stem cells may fail to stratify in the differentiation into epidermal lineage.

### Short telomere impairs epidermis *in vivo*

To examine the impacts of short telomeres on the differentiation capacity *in vivo*, we initially performed standard teratoma formation test [12,25]. Both WT and G4 *Terc*^*–/–*^ES cells were able to differentiate into three germ layers, including endoderm, mesoderm, and neural ectoderm revealed by histology (Fig 2A). However, epidermis lineage was reduced in teratomas differentiated from ES cells with short telomeres, in contrast to that of WT ES cells (Fig 2A and 2B, S2A Fig). Structures in size or number identified by epidermis marker K14 or epidermal stem cell marker P63 were reduced in the sections of teratomas from G4 *Terc*^-/-^ ES cells, compared with those from WT ES cells (Fig 2B). Relative mRNA levels of *p63* and *K14* in teratomas derived from G4 *Terc*^*–/–*^ES cells also were lower than those from WT ES cells (Fig 2C).

**Fig 2:**
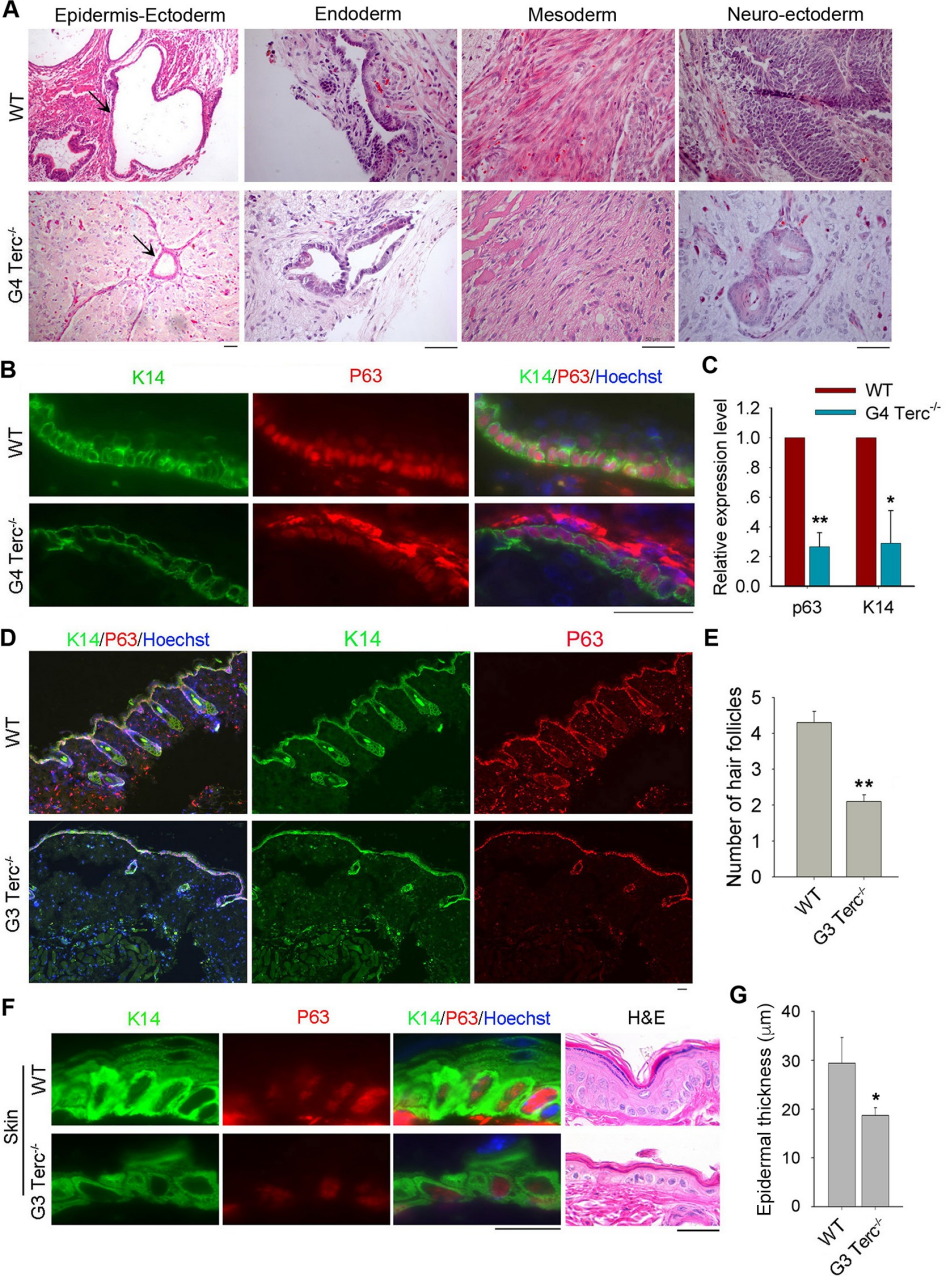
Short telomeres impair epidermal differentiation *in vivo*. (A) Three embryonic germ layers shown by histology following H&E staining of teratomas formed from WT and G4 *Terc*^–/–^ES cells. Scale bar = 50 μm. (B) Immunofluorescence of epidermis markers shown by K14 and nuclear P63 in teratomas formed from WT and G4 *Terc*^–/–^ES cells. Nuclei are stained in blue with Hoechst. Scale bar = 50 μm. (C) Expression levels by qPCR of basal layer markers *K14* and *p63* in teratomas formed from WT and G4 *Terc*^–/–^ES cells. Bars = Mean ± SEM (n = 3). *, p<0.05; **, p<0.01, compared with WT teratomas. (D) Representative immunofluorescence images showing co-staining of P63 with K14 in the sections of mouse skin epidermis. WT mouse skin displays many hair follicles underneath and G3 *Terc*^–/–^mouse skin shows fewer and smaller hair follicles. Scale bar = 25 μm. (E) Number of hair follicles in WT and G3 *Terc*^–/–^mouse skin per field view. Ten field view was counted, **, p<0.01. (F) Representative images showing skin (back) of WT and G3 *Terc*^*–/–*^mice revealed by immunofluorescence of K14 and P63 and histology by H&E staining. Scale bar = 20 μm. (G) Thickness of skin epidermis in WT and G3 *Terc*^–/–^mice estimated from H&E histology. *, p<0.05.

Similar phenotypes also can be observed in the adult G3 *Terc*^*–/–*^mouse skin. Epidermis marked by co-immunostaining of P63 and K14 and by histology was thinner on average in skin of two-three month old G3 *Terc*^*–/–*^mice, compared with age-matched WT mice (Fig 2F and 2G, S2B and S2C Fig). Additionally, hair follicles were readily seen in dermis of WT mice but fewer in G3 *Terc*^*–/–*^mice (only 50% of WT mice) (Fig 2D and 2E, S3B Fig). Number of hair follicles was calculated based on at least 10 fields of view under microscopy. In WT mouse skin, the hair follicles are structurally intact with an average of 4 to 5 per field of view. However, hair follicles drop sharply in their numbers and loses the typical structure in the G3 *Terc*^*–/–*^mouse skin (Fig 2D and 2E). Both *in vitro* and *in vivo* results validated that short telomeres reduce epidermal commitment.

### Short telomere leads to excessive expression of *Fst* and represses BMP/pSmad signaling

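The deposited expression data come from 12 Affymetrix mouse oligonucleotide arrays, 2 for each of 6 groups: WT and *Terc*-/- (KO) cells as undifferentiated ES cells at day 0, and at days 8 and 15 of differentiation. At day 0 each array holds a line of its own, N12 and N33 for WT cells at passage 12 and F35 and A49 for KO cells at passage 11. The sample labels give the KO generation at day 0 as G3/4, while the paper names the array cells G4 and counts line F35 among its G3 lines in Fig 1A. The lines behind the day 8 and day 15 arrays, and whether the replicates of those days are separate lines, are not given in the sources used here. The p-values rest only on the spread between samples within groups, pooled over the 6 groups. At day 0 the samples of a group are separate lines, so the pooled spread is only in part a spread between lines.

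An array gives each probe set, a group of short probes for 1 transcript, a relative intensity, and it has no read depth, so the number of arrays limits the precision. The authors deposited linear intensities, and the submitters' processing notes name MAS5. The 4 day 0 arrays were scaled apart from the rest. Their median intensities lie between 114 and 117 and their values have 2 decimals, against medians of 50.6 to 53.1 and up to 9 decimals at days 8 and 15. Between day 0 and the later days all probe sets taken together shifted by a median log2 change of -1.09 at day 8 and -1.13 at day 15 in WT cells, and of -1.09 and -1.10 in KO cells. KO cells were therefore compared with WT cells within each day. Changes over time are given as levels, as percentiles of a gene within its own array, and between days 8 and 15, a comparison added after the values were seen.

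The log2 intensities of 45037 probe sets were fitted with limma over all 12 arrays with 1 mean per group, and p-values were adjusted over all probe sets. Of these, 34945 belong to a single gene, for 18193 genes in all, and a gene is read from its brightest probe set unless another is named. *Terc* and the *Zscan4* genes have no probe set of a single gene and were not analysed here, so the genotype of the KO samples rests on their labels. Before the data were examined, 24 gene lists were fixed, of which 349 of 383 members are measured, together with the rule for which genes to name. A list was tested against all other genes with camera at a preset correlation between genes of 0.01, and with the correlation estimated from the arrays none of the lists called at days 0, 8 and 15 held.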

To understand the mechanisms underlying short telomeres-affecting ES cell differentiation towards epidermal lineage, we performed microarray analysis of G4 *Terc*^*–/–*^ES cells compared with WT ES cells. Interestingly, *Follistatin* (*Fst*), a negative regulator of Smad pathway which is critical in epidermis commitment, was expressed at higher level in G4 *Terc*^*–/–*^than in WT ES cells at day 0 (Fig 3A). qPCR analysis validated that expression levels of *Fst* were higher in G3 and G4 *Terc*^–/–^than in WT ES cells (Fig 3B). 

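*Fst* encodes follistatin, a secreted protein that binds activin and BMPs, and it is read by 2 probe sets. On the brighter of them the intensity at day 0 was 145 ± 20.0 (SD, n = 2) in WT ES cells and 301 ± 97.2 (SD, n = 2) in KO ES cells. Both KO lines were above both WT lines. On the other it was 95.7 ± 8.82 (SD, n = 2) in WT and 96.1 ± 15.8 (SD, n = 2) in KO ES cells. By day 8 the brighter probe set read 414 ± 20.1 (SD, n = 2) in WT and 238 ± 42.1 (SD, n = 2) in KO cells. By day 15 it read 180 ± 84.9 (SD, n = 2) and 153 ± 28.7 (SD, n = 2).

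The day 0 difference on the brighter probe set is a log2 difference of 1.02 (standard error 0.32, adjusted p = 0.335 from limma), and at day 8 it is -0.81 (adjusted p = 0.283 from limma). The day 0 difference passes the paper's 1.8-fold rule. Neither difference passed limma's test, and on the other probe set *Fst* passed neither the rule nor the test at day 0 (adjusted p = 1 from limma). Over 15 genes of fibroblasts, the feeder cells on which the ES cells were kept, the median log2 difference at day 0 was 0.94, collagen genes *Col1a1* and *Col3a1* included. Of these 0 passed over all probe sets and 0 when adjusted over the list alone (camera in limma, adjusted p = 3.08e-04, and adjusted p = 0.63 with an estimated correlation). With the fibroblast level of each array as a covariate, an alternative chosen after seeing the data, the *Fst* difference was 0.45 (standard error 0.47).

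**Figure D1:**
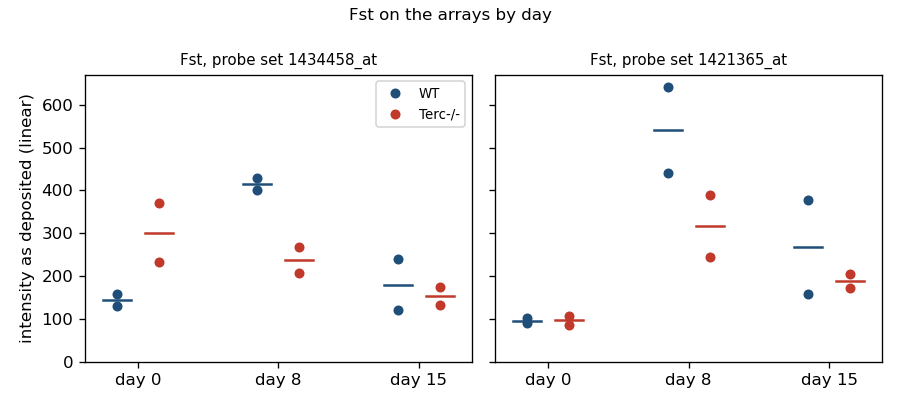
Intensity of the 2 *Fst* probe sets on each of the 12 arrays by day, for WT and KO cells, with points for arrays and lines at the group means. At day 0 the KO arrays lie above the WT arrays on the brighter probe set, at a mean of 301 against 145, and overlap them on the other.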

Western blot also confirmed that Fst protein level was indeed higher in G4 *Terc*^*–/–*^ES cells than in WT ES cells during differentiation (Fig 3C, left panel). Given that Fst is a secreted protein, we also examined Fst protein levels in the culture media for both cell lines. Fst protein was highly abundant in the culture media of G4 *Terc*^*–/–*^ES cells, but barely detectable in that of WT ES cells (Fig 3C, right panel). Furthermore, robust cytoplasmic and membrane staining of K14 and nuclear P63 were observed at day 15 in differentiated WT cells, but their expression levels were markedly reduced in differentiated G4 *Terc*^*–/–*^cells, where higher Fst fluorescence signals with dotted staining still were readily visible in the cytoplasm of or around the differentiated cells, compared with lower Fst fluorescence in WT cells (Fig 3D). Additionally, Fst protein level was higher in G4 *Terc*^–/–^teratomas than in control teratomas (WT and *Terc*^+/–^) (Fig 3E). Compared to WT teratomas, G4 *Terc*^–/–^teratomas exhibited strong Fst immunofluorescence spotted inside or outside the cells, coincided with less and weak fluorescence staining of K14 and P63 (Fig 3F and 3G). These data provide further evidence that higher expression level of *Fst* is linked to short telomere.

**Fig 3:**
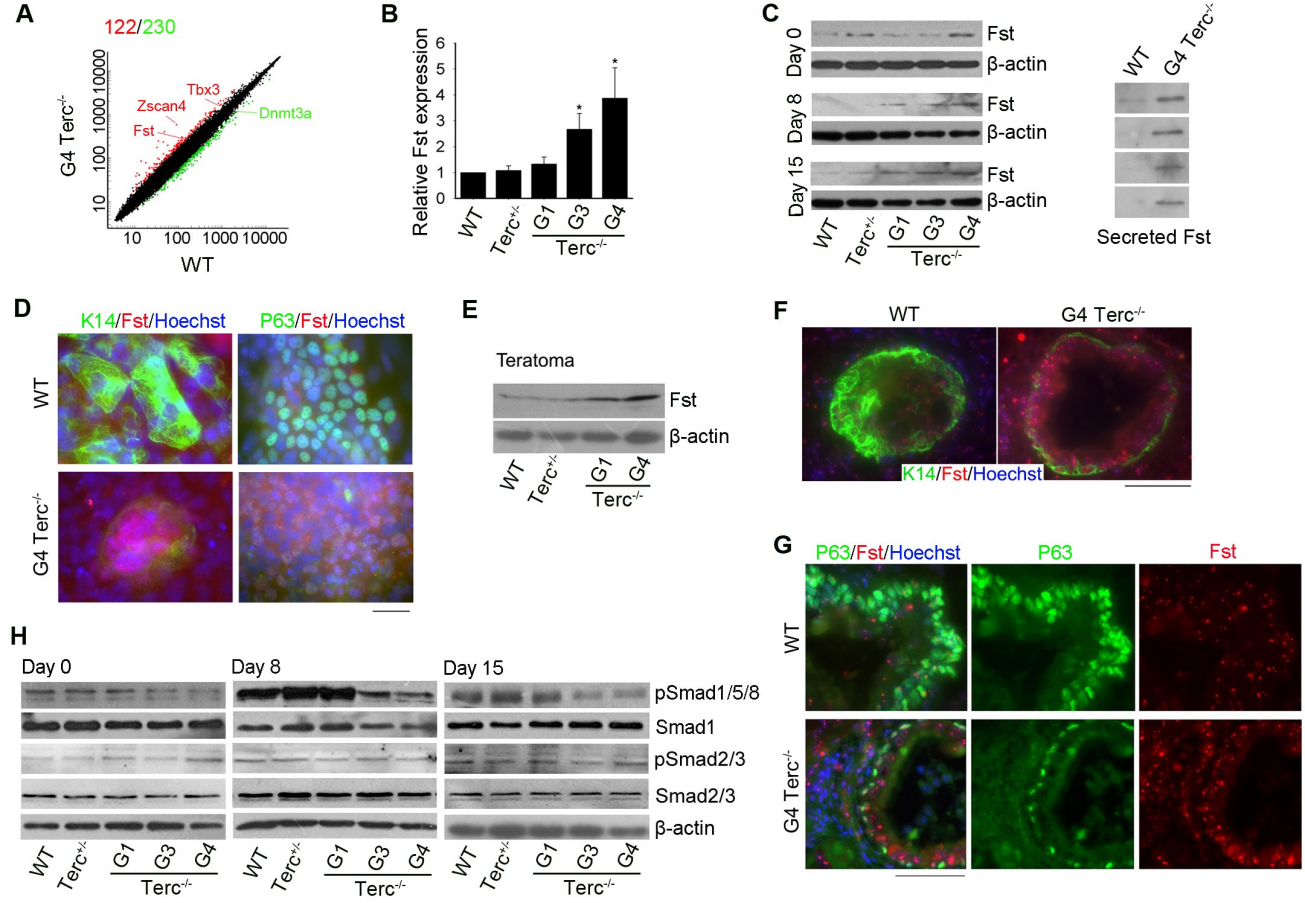
Telomere length regulates Fst/BMP/pSmad signaling. (A) Scatter plots showing global differential gene expression profile of WT and G4 *Terc*^–/–^ES cells. At least 1.8-fold change was used as cut-off for differentially expressed genes. Red, up-regulated genes and green, down-regulated genes in G4 *Terc*^–/–^cells relative to WT cells. Both axes (in log^10^ scale) represent the normalized gene expression values averaged from duplicates. (B) *Fst* expression level in ES cell lines determined by qPCR, normalized to *Gapdh* and expressed as relative expression to WT ES cells. Bars = Mean ± SEM (n = 3). *, p<0.05. (C) Protein levels of Fst at day 0, day 8 and day 15 of differentiation of ES cells analyzed by western blot. β-actin levels in cells served as loading control. (D) Expression of Fst (red) and co-staining with K14 (green) or P63 (green) in ES cells and differentiated cells revealed by immunofluorescence microscopy. Fst distributed inside and around the cells was expressed at higher levels in G4 *Terc*^–/–^cells than in WT cells, and inversely correlated with decreased expression of nuclear P63 and cytoplasmic or membrane K14 in ES cells and following differentiation. Nuclei are stained in blue with Hoechst 33342. Scale bar = 20 μm. (E) Western blot of Fst protein level in the teratomas differentiated from WT, *Terc*^+/–^, G1, and G4 *Terc*^–/–^ES cells. (F) Immunofluorescence of K14 (green) and Fst (red) in teratomas from WT and G4 *Terc*^–/–^ES cells. Scale bar = 50 μm. (G) Representative immunofluorescence images showing co-staining of P63 (green) with Fst (red) in sections of teratoma. Scale bar = 50 μm. (H) Analysis of protein levels of Smad and pSmad by western blot during differentiation. β-actin levels in cells served as loading control. Fst, follistatin; BMP, bone morphogenetic protein.

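In undifferentiated ES cells few genes passed limma's test between the genotypes, in a fit whose spread is pooled over all 12 arrays. With only the arrays of day 0 fitted, where the spread is between lines alone, 1 probe set passed. *Aldh1a2*, which makes retinoic acid, rose from 66.6 ± 5.63 (SD, n = 2) in WT to 214 ± 8.89 (SD, n = 2) in KO ES cells. This is a log2 difference of 1.69 (adjusted p = 0.014 from limma). *Tcstv1*, a gene of 2-cell embryos and of the cells in ES cultures that resemble them, rose from 23.6 ± 3.20 (SD, n = 2) to 84.5 ± 30.2 (SD, n = 2). It rose by 1.80 on the log2 scale (adjusted p = 0.0378 from limma). Its WT level lies under the lower quartiles of the WT arrays, 54.4 and 55.4, and is not shown to be above background, so the size of the rise is uncertain. Among 8 genes of that 2-cell-like state, 1 rose over all probe sets and 4 when adjusted over the list alone. *Usp17la* and *AF067061*, 2 of the 8, set line A49 apart, at 526 and 404 against at most 182 and 188 in the other lines. The median log2 difference of all 8 genes was 0.71 (camera adjusted p = 3.08e-04 in limma, and adjusted p = 0.258 with an estimated correlation). *Tbx3*, a regulator of pluripotency, read 882 ± 44.5 (SD, n = 2) in WT and 1815 ± 1010 (SD, n = 2) in KO ES cells and did not pass the test (adjusted p = 0.555 from limma). *Dnmt3a*, a DNA methyltransferase, read 2007 ± 84.9 (SD, n = 2) and 1100 ± 170 (SD, n = 2), which did not pass either (adjusted p = 0.118 from limma).

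By the 1.8-fold rule on group means, 235 probe sets were higher and 275 lower in KO ES cells, those of *Tbx3* and *Dnmt3a* included. Of these 510 probe sets, 22 passed limma's adjusted p. These 22, 10 higher and 12 lower, were all the probe sets that passed at day 0, against 3870 at an unadjusted p under 0.05, and 8 of them had a mean intensity under 32. They also include *Cfap61*, a gene of cilia and flagella (2.11 higher on the log2 scale). At the other end are *Ap5m1*, of an adaptor complex in vesicle traffic, and *Syn2*, a protein of synaptic vesicles, which fell by 1.57 and 1.42. Of the 22 calls 19 are of a single gene, and 6 genes passed on their brightest probe set. The calls of *Ap5m1* and *Syn2* ended with only the arrays of day 0 fitted, where 1 higher and 0 lower probe sets passed. At most 1 of *Aldh1a2*, *Tcstv1* and *Cfap61* therefore kept its call in that fit. With only the brighter probe sets tested 0 passed, while leaving out line F35 gave 673, leaving out N12 gave 41, and the 1.8-fold count of 510 became 1362 without F35 and 256 without A49. The calls of *Aldh1a2* and *Tcstv1* ended with the fibroblast level as a covariate, and that of *Tcstv1* also ended without N33.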

Similar results were obtained from the skin of adult mice. Two-three month old G3 *Terc*^–/–^mice displayed thinner epidermis and skin atrophy compared to the age-matched WT mice, consistent with previous studies [8,26]. K14 level also was reduced in the epidermis of G3 *Terc*^*–/–*^adult mice, accompanied by increased expression of spotty Fst as compared to WT mouse epidermis (S3A Fig). Immunofluorescence staining of Fst in teratomas or tissues appears to be dotted in pattern, somewhat different from the immunostaining in cultured cells, probably because Fst can be locally confined with specific structure in tissues, whereas it diffuses in and around the cultured cells. In addition, G3 *Terc*^–/–^mice displayed defective hair follicle development as evidenced by notably reduced number of hair follicles, with reduced expression of K14 and increased Fst, as well as impaired bulb and bulge at the basal follicles where progenitor cells reside, in contrast to the intact bulb (hair germ) and bulge in WT mice (S3B Fig). Taken together, short telomeres lead to excessive expression of *Fst*, which is incompatible with epidermal stem cell specification and stratification of skin and hair follicles.

### Fst negatively regulates pSmad1/5/8 and *p63*

Collectively, these findings suggested that short telomere specifically prevents the transition from the common ectodermal progenitor state into the epidermis fate. Bone morphogenesis protein 4 (BMP4) signaling is known to be activated in the embryo at the time of ectodermal fate determination, inhibits premature neural differentiation while inducing epidermis development, and can act through phosphorylation and nuclear accumulation of Smad1/5/8 [27–30]. Differentiation of epidermal cells appears to be controlled, in part, by BMP4 [31]. Fst is an antagonist of BMP4. We next asked if the Fst-BMP-Smad1/5/8 signaling pathway plays a critical role in epidermal differentiation. 

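In WT cells *Bmp4*, a BMP ligand that turns ectoderm toward epidermis, rose from an intensity of 516 ± 92.1 (SD, n = 2) at day 0 to 1971 ± 216 (SD, n = 2) at day 8 and 1438 ± 15.0 (SD, n = 2) at day 15 of differentiation. *Bmp7*, a second ligand of the family, read 162 ± 1.60 (SD, n = 2), 104 ± 18.0 (SD, n = 2) and 133 ± 2.15 (SD, n = 2) on the same days. *Smad1*, which carries the BMP signal to the nucleus, rose from 724 ± 41.8 (SD, n = 2) to 1066 ± 180 (SD, n = 2) by day 8. It fell back to 639 ± 147 (SD, n = 2) by day 15. *Gata1*, a transcription factor of red blood cells that BMP signaling induces, read 68.2 ± 5.95 (SD, n = 2), 33.2 ± 1.22 (SD, n = 2) and 34.7 ± 1.15 (SD, n = 2). As a place among all probe sets of its array, *Bmp4* moved from percentile 81.0 at day 0 to 96.6 and 95.6. *Bmp7* went from 60.4 to 63.9 and 68.3, *Smad1* from 85.3 to 93.5 and 89.8, and *Gata1* from 32.3 to 39.6 and 39.7.

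The log2 change of *Bmp4* from day 0 was 1.94 by day 8 and 1.49 by day 15 (adjusted p = 6.11e-06 and 5.09e-05 from limma). That of *Smad1* was 0.55 by day 8 (adjusted p = 0.00686 from limma). Between days 8 and 15 it was -0.75 (adjusted p = 0.00887 from limma), a call that ended with only the 4 arrays of those days fitted. The direction of *Bmp7* and *Gata1* from day 0, and of *Smad1* by day 15, turns with the scaling of the arrays. By day 15 *Bmp7* changed by -0.29 as deposited and by 0.59 after quantile normalization, *Smad1* by -0.20 and 0.61, and *Gata1* by -0.97 and 0.37. Between days 8 and 15, which share their scaling, *Bmp4*, *Bmp7* and *Gata1* did not pass the test in WT cells (adjusted p = 0.204, 0.107 and 0.824 from limma).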

In the wild-type ES cells, the up-regulation of BMP4, BMP7, Smad1, and the down-steam target (Gata1) during differentiation indicates that this pathway plays an important role in normal differentiation and development of epidermis (S4 Fig).

Compared with those of WT, *Terc*^*+/–*^, or G1 *Terc*^*–/–*^ES cells, levels of phosphorylated Smad1/5/8 were reduced in G3/G4 *Terc*^*–/–*^ES cells during differentiation (Fig 3H), suggesting that this pathway is suppressed by short telomeres. Gene expression upstream of this pathway seemed to be not affected by short telomeres. 

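Among the ligands, *Bmp4* was at 1115 ± 198 (SD, n = 2) in KO cells at day 8 and at 718 ± 51.9 (SD, n = 2) at day 15. It was lower than in WT cells at day 15 (adjusted p = 0.0122 from limma). *Bmp5*, another ligand, was lower at day 8, with 386 ± 41.7 (SD, n = 2) in WT and 209 ± 1.80 (SD, n = 2) in KO cells. It was lower at day 15 too, with 323 ± 47.1 (SD, n = 2) and 217 ± 37.2 (SD, n = 2). *Bmp2* went the other way and was higher at day 15, with 593 ± 92.9 (SD, n = 2) in WT and 979 ± 40.7 (SD, n = 2) in KO cells. *Smad5*, 1 of the Smads that BMP receptors phosphorylate, was lower at day 15 by -0.51 on the log2 scale. The BMP receptors did not pass the test at day 15, with log2 differences of -0.24 for *Bmpr1a*, 0.09 for *Bmpr1b* and -0.57 for *Bmpr2* (adjusted p = 0.198, 0.829 and 0.0732 from limma).

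Of 15 measured BMP ligands, receptors and Smads, 0 passed at day 0. At day 8 1 was lower over all probe sets and 2 when adjusted over the list alone. The median log2 difference was -0.17 (camera in limma, adjusted p = 0.00254, and adjusted p = 0.173 with an estimated correlation). The fibroblast, endoderm and muscle lists passed downward on these arrays as well, and likewise not with an estimated correlation. At day 15 1 was higher and 3 lower over all probe sets, 2 higher and 5 lower when adjusted over the list alone. The list as a whole did not pass (median -0.21, camera in limma, adjusted p = 0.298). The 4 calls of day 15 became 0 without WT replicate 1 or KO replicate 1 and 1 without KO replicate 2, and those of *Bmp5* at day 8 ended without either KO replicate.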

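*Gata1* read 38.4 ± 0.558 (SD, n = 2) in KO cells at day 8 and 40.4 ± 3.19 (SD, n = 2) at day 15. Of 16 BMP targets 3 were lower and 1 was higher in KO cells at day 15. *Smad6*, an inhibitory Smad that the pathway induces, was at 554 ± 108 (SD, n = 2) in WT and 216 ± 26.3 (SD, n = 2) in KO cells at day 8. At day 15 it was at 528 ± 16.1 (SD, n = 2) and 235 ± 58.6 (SD, n = 2). *Bambi*, a decoy receptor induced by BMPs, was at 1073 ± 310 (SD, n = 2) in WT and 380 ± 83.2 (SD, n = 2) in KO cells at day 15. *Id1*, *Id2* and *Id3*, direct targets of the BMP Smads, were at 762 ± 202, 1109 ± 291 and 762 ± 182 (SD, n = 2) in WT and at 832 ± 117, 825 ± 37.6 and 1007 ± 118 (SD, n = 2) in KO cells at day 15.

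The *Gata1* difference between KO and WT cells was 0.21 on the log2 scale at day 8 and 0.22 at day 15 and did not pass the test (adjusted p = 0.515 and 0.319 from limma). *Gata1* read under the median intensity of the arrays of both days and is not shown to be above background. The *Smad6* difference was -1.35 at day 8 (adjusted p = 0.0109 from limma) and -1.19 at day 15 (adjusted p = 0.00269 from limma). That of *Bambi* was -1.48 at day 15 (adjusted p = 7.89e-04 from limma). Of 16 measured BMP targets, *Smad6* alone passed at day 8, against 2 lower when adjusted over the list alone. The list median was -0.28 (camera in limma, adjusted p = 3.52e-04, and adjusted p = 0.121 with an estimated correlation). At day 8 the lists of fibroblast, endoderm and muscle genes also passed downward, with larger medians, and none did with an estimated correlation. At day 15 *Smad6*, *Bambi* and *Atoh8* were lower and *Id4* was higher, against 4 lower and 1 higher when adjusted over the list alone, and the list median was -0.14 (camera in limma, adjusted p = 0.145). The day 8 call of *Smad6* ended without either KO replicate and with only the 4 arrays of that day fitted.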

Downstream target genes of this signaling pathway such as Gata1 were expressed at lower levels in G4 *Terc*^*–/–*^than in WT cells by day 8 and day 15 of differentiation (S4 Fig). These data suggested that short telomeres suppress BMP/pSmad signaling following differentiation.

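Some secreted antagonists of BMP, activin and Nodal also differed between KO and WT cells at days 8 and 15. On the same arrays the list of pluripotency genes was higher in KO cells, with median log2 differences of 0.89 and 1.89 (camera in limma, adjusted p = 7.14e-09 and 1.30e-15, and adjusted p = 0.301 and 0.373 with an estimated correlation). *Cer1*, which binds BMPs and Nodal, was at 74.3 ± 18.8 (SD, n = 2) in WT and 225 ± 31.4 (SD, n = 2) in KO cells at day 8. By day 15 it was at 31.1 ± 0.660 (SD, n = 2) and 224 ± 68.0 (SD, n = 2). *Lefty1*, an inhibitor of Nodal, was at 439 ± 15.7 (SD, n = 2) in WT and 1055 ± 17.5 (SD, n = 2) in KO cells at day 8. At day 15 these levels were 136 ± 24.3 (SD, n = 2) and 729 ± 26.0 (SD, n = 2). Of 14 measured antagonists, 0 passed at day 0, and *Cer1* and *Lefty1* were higher in KO cells at day 8. *Cer1*, *Lefty1* and *Lefty2* were higher and *Sostdc1* was lower at day 15, with the same counts when adjusted over the list alone. The day 15 log2 differences were 2.82 for *Cer1*, 2.43 for *Lefty1* and 2.15 for *Lefty2* (adjusted p = 6.24e-05, 4.11e-05 and 0.00461 from limma). As a whole the list passed neither at day 8 nor at day 15 (camera in limma, adjusted p = 0.0509 and 0.164). The day 8 calls ended without either KO replicate. From lower phosphorylated Smad1/5/8 on its western blots, upstream genes that seemed not affected and lower target genes such as *Gata1*, the paper proposes that short telomeres suppress BMP/pSmad signaling as the cells differentiate.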

Above data imply that elevated expression of *Fst* resulting from short telomere might lead to reduction of pSmad1/5/8, P63 and K14, and thus defective epidermal stem cell specification and differentiation. To further validate this concept, we generated *Fst* overexpression (OE) ES cell line (Fig 4A) and performed EB differentiation test using WT ES cell line as control. Western blot showed that *Fst* OE ES cells expressed p63 and K14 at reduced levels on day 8 and day 15 of differentiation, which was also confirmed by immunofluorescence microscopy (Fig 4B and 4C). Notably, in the differentiated *Fst* OE cell culture, areas with intensive Fst fluorescence indicative of high expression level exhibited minimal K14 staining, and yet areas with low Fst fluorescence displayed strong K14 or p63 staining (Fig 4C). Hence, high Fst level is discordant with expression of P63 and K14. Consistently, pSmad1/5/8 was decreased in *Fst* OE cells (Fig 4B). These data suggest a conserved but new role of *Fst* in negatively regulating pSmad-signaling pathway during epidermal ectoderm induction.

**Fig 4:**
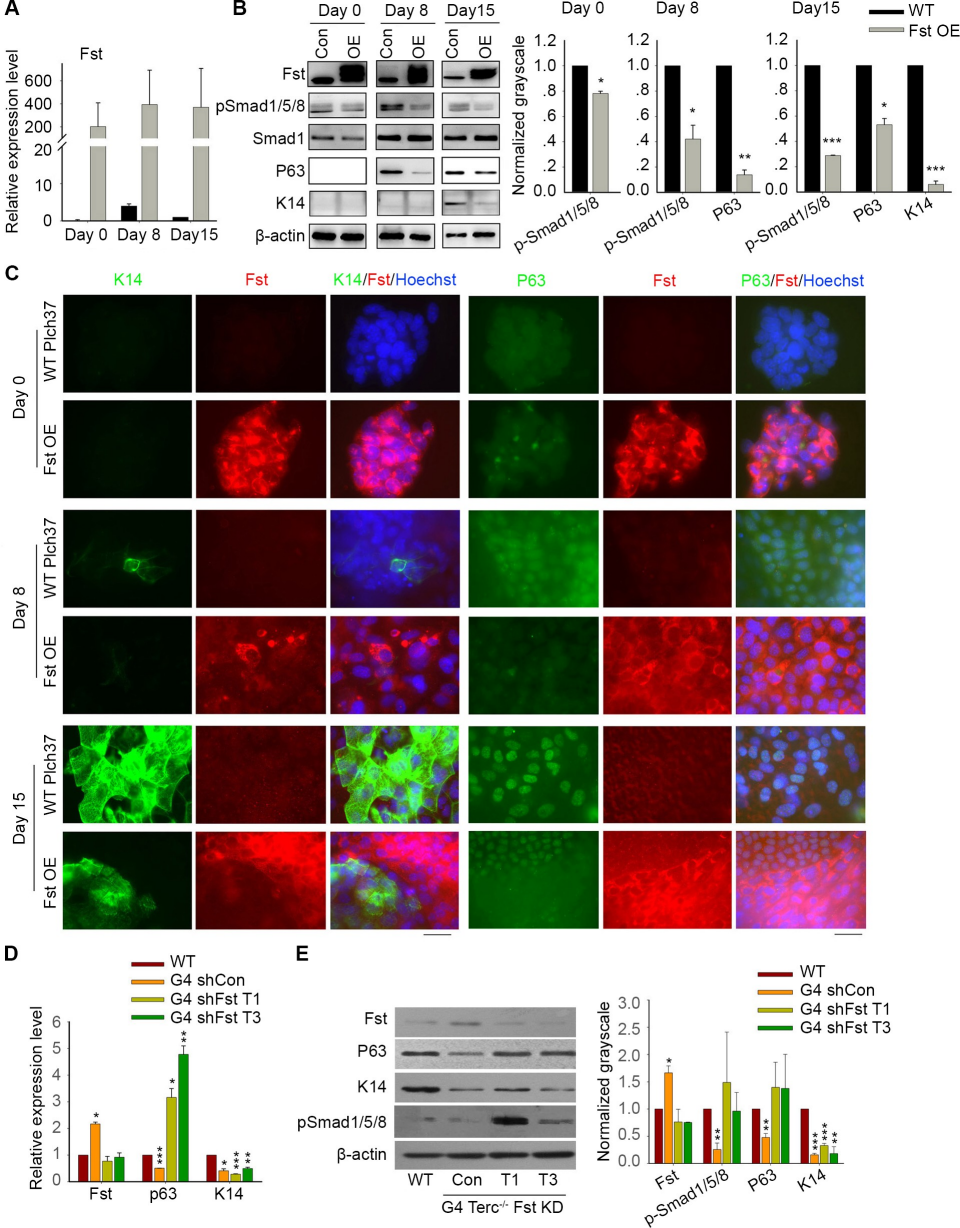
Fst inhibits pSmad, P63 and K14. (A) Relative expression levels by qPCR of *Fst* during differentiation of WT ES cells stably overexpressing *Fst* (OE), compared with WT ES cells transfected with empty vector served as controls (Con). Bars = Mean ± SEM (n = 3). (B) Protein levels of Fst, Smad, pSmad, P63 and K14 by Western blot in *Fst* overexpressed ES cells compared with controls. Right panel, quantification of proteins level using ImageJ software, normalized to β-actin. *, p<0.05; **, p<0.01; ***p<0.001, compared to controls. (C) Overexpression (OE) of *Fst* in ES cells decreases expression of P63 and K14 by immunofluorescence microscopy. While WT ES cells transfected with construct Plch37 served as control express Fst at only a low level, ES cells stably overexpressing *Fst* express Fst at a much higher level by immunofluorescence microscopy. Following differentiation of ES cells overexpressing *Fst*, immunofluorescence staining of cytoplasmic K14 and nuclear P63 is dramatically reduced, compared with that of Plch37 plasmid controls. Scale bar = 20 μm. (D&E) Knockdown (KD) of *Fst* in G4 *Terc*^–/–^cells at day 15 of differentiation leads to increased mRNA levels of *P63* by qPCR (D) and also elevated protein levels of pSmad1/5/8 and P63 by Western blot (E). Right panel, quantification of protein levels using ImageJ software, normalized to β-actin. *, p<0.05; **, p<0.01; ***p<0.001, compared to WT. T1 and T3 are two independent interference RNA sequences targeting *Fst*.

To test whether reducing *Fst* can de-repress down-stream genes/signaling for epidermis, we knocked down *Fst* by RNA interference in the differentiated G4 *Terc*^*–/–*^cells. Effective knockdown of *Fst* by shRNA in differentiated G4 *Terc*^*–/–*^cells up-regulated the levels of pSmad1/5/8 and P63 (Fig 4D and 4E). Fst downgregulation by RNA interference in the differentiated G4 *Terc*^*–/–*^cells rescued P63 but not fully rescued K14 expression. This may be explained by three potential reasons. Changes in the expression level of K14 could be delayed following P63 expression during epidermal differentiation. Factors other than Fst alone also might be involved in regulation of K14 expression. Alternatively, the regulation of Fst-P63-K14 may slightly differ in differentiated ES cells compared with undifferentiated ES cells as model. Nevertheless, these data further support the notion that excessive expression levels of *Fst* negatively regulate pSmad1/5/8 signaling and *p63*, weakening epidermal stem cell specification and differentiation.

### Repair of *Terc* rejuvenates telomeres and rescues Fst/P63/K14 signaling

Then, we tested whether rejuvenating telomeres in ES cells with short telomeres can repress *Fst*. Using CRISPR/Cas9 technology, we successfully knocked in *Terc* in G4 *Terc*^–/–^ES cells and obtained several *Terc*-repaired ES cell lines (two lines are shown in Fig 5A). These *Terc* repaired (TR) ES cell lines exhibited much longer telomeres than did their parental G4 *Terc*^–/–^ES cell line after culture for 10 passages. Yet, their telomeres were still shorter than those of WT cells as revealed by qPCR and QFISH (Fig 5B and 5C), presumably because of inadequate passages, even though the telomerase activity was recovered (Fig 5D). Frequency of telomere loss was significantly reduced in *Terc* repaired ES cell lines, in contrast to that of G4 *Terc*^–/–^ES cells (Fig 5C). We repeated the *in vitro* differentiation assay with WT, G4 *Terc*^–/–^, and *Terc* repaired ES cell lines. On day 15 of differentiation, telomere length was also rescued in *Terc* repaired cells compared with *Terc*^–/–^cells (Fig 5B). *Terc* repaired cells showed reduced level of Fst and noticeably increased protein levels of P63 and K14 as compared to those of G4 *Terc*^–/–^cells (Fig 5E), which were confirmed by immunofluorescence microscopy (Fig 5F and 5G). These results suggested that epidermal differentiation could be rescued by repairing *Terc* and restoration of telomere length.

**Fig 5:**
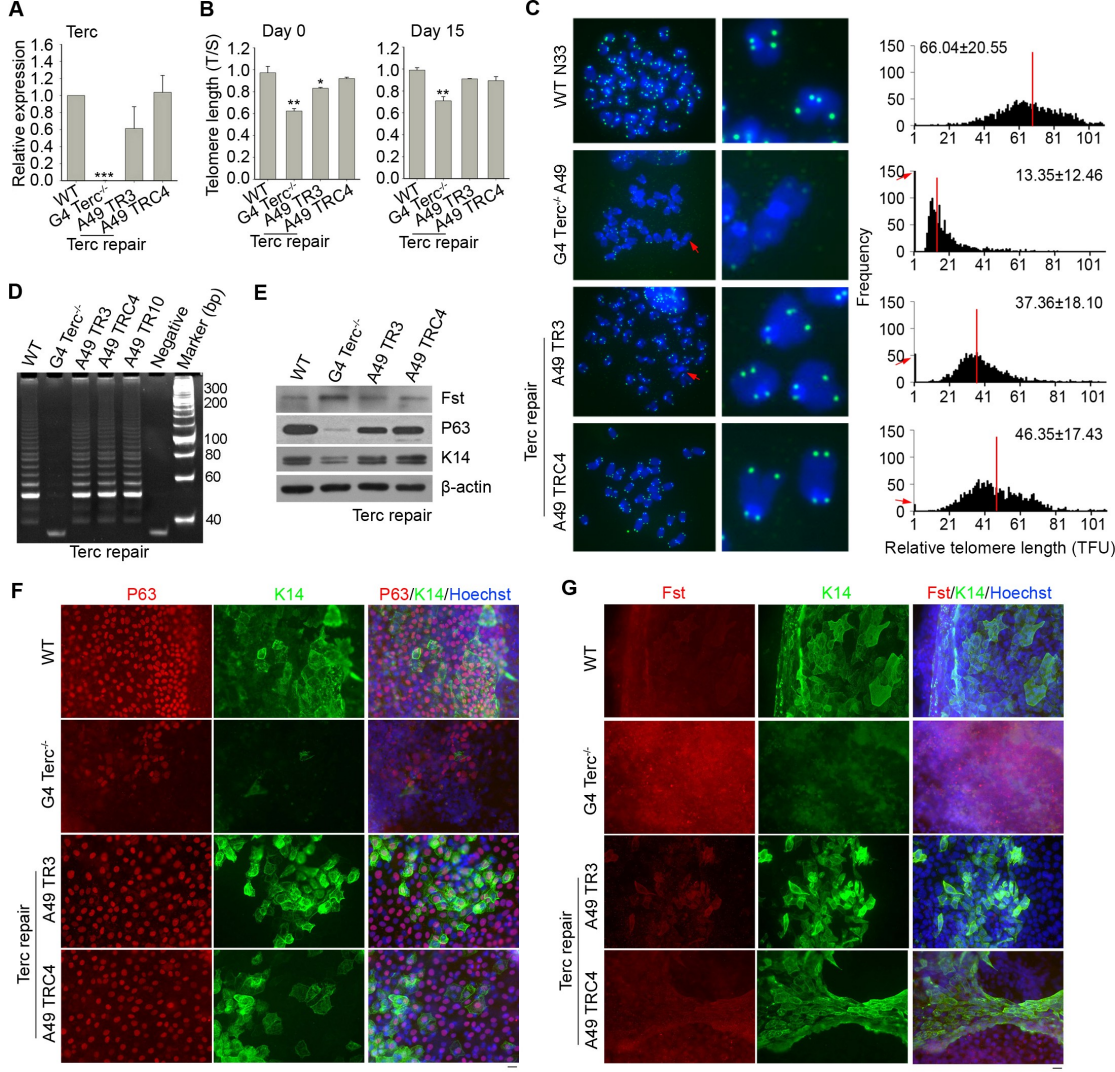
Repair of *Terc* rejuvenates telomeres and partly normalizes Fst/P63 signaling. (A) Expression level of *Terc* by real-time qPCR after *Terc* repair. ***, P<0.001. (B) Relative telomere length shown as T/S ratio by real-time qPCR after *Terc* repair. *, p<0.05; **, p<0.01. (C) Telomere quantitative FISH images and histogram showing relative telomere length distribution as telomere fluorescence intensity unit (TFU). n = 10–15 spreads analyzed for each cell line. Red arrows indicate telomere loss or chromosome fusion. Red line indicates medium telomere length. (D) Telomerase activity measured by TRAP assay. Lysis buffer served as a negative control. (E) Protein levels by Western blot analysis of P63 and K14 in *Terc* repaired cells at day 15 of differentiation. β-actin served as loading control. (F&G) Immunofluorescence of K14 and P63 (F), or Fst and K14 (G) at day 15 of differentiation of WT ES cells, G4 *Terc*^–/–^ES cells, and *Terc*-repaired G4 *Terc*^–/–^ES cells.

### *Fst* is regulated by PRC2-mediated repression

The critical question was how short telomeres result in excessive *Fst* expression. *Fst* gene is located at the subtelomere region of the long arm of chromosome 13, whose expression might be regulated by telomere position effect (TPE) [32]. To reveal the telomere state of chromosome 13, we performed immunofluorescence microscopy to detect the chromosome 13 using the chromosome specific probe followed by telomere FISH. Notably, one pair of chromosome 13 in G4 *Terc*^*–/–*^ES cells constantly displayed telomere signal-free ends, indicative of telomere loss, in contrast to four intact telomere signals of WT ES cells (Fig 6A). Moreover, chromosome fusion or translocation was found in the chromosome 13 with loss of telomere signals in G4 *Terc*^*–/–*^ES cells (Fig 6A).

**Fig 6:**
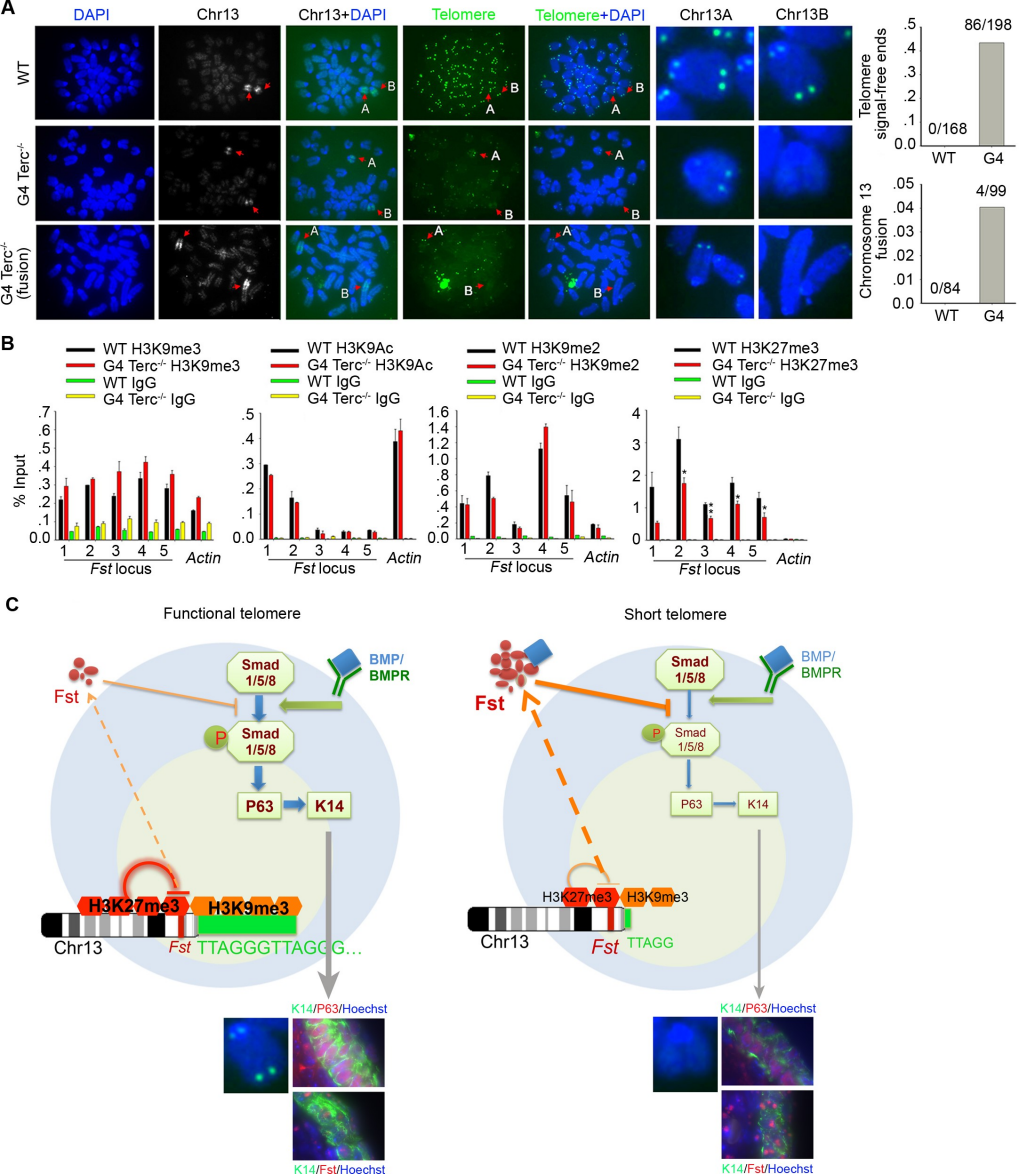
*Fst* is regulated by epigenetic modification. (A) Frequency of telomere signal-free ends and fusion of chromosome 13 in G4 *Terc*^–/–^ES cells, compared with WT ES cells. Telomere FISH by PNA probe and chromosome identification by XMP13 probe of WT and G4 *Terc*^–/–^ES cells. Arrows indicate chromosome 13 stained with XMP13. Chr13A and Chr13B are a pair of chromosome 13 in the same spread. Loss of telomeres near *Fst* gene locus and fusion of chromosome 13 are compared between WT and G4 *Terc*^–/–^ES cells. (B) ChIP-qPCR analysis of abundance of H3K9me3, H3K9me2, H3K9Ac, and H3K27me3 at *Fst* promoter loci in WT and G4 *Terc*^–/–^ES cells. Mean ± SEM (n = 3). *, p<0.05; **, p<0.01, compared to WT cells. (C) A simplified model showing regulation by telomere length of Fst/BMP4-Smad/P63 signaling in epidermal stem cell specification and differentiation. With functional telomeres, enrichment of PRC2/H3K27me3 at *Fst* promoter foci represses *Fst*, maintaining normal BMP4-Smad signaling and proper expression levels of P63 and Keratins (e.g. K14), in the specification and differentiation of epidermis and hair follicles. In the event of telomere shortening or loss, abundance of H3K27me3 at *Fst* foci is reduced, and this causes increased expression of *Fst*, which impairs BMP4-pSmad signaling, and consequently reduces P63 and K14 expression, epidermal stem cell specification and differentiation.

Loss of telomeric repeats leads to a change in the heterochromatic architecture with decreased H3K9me3 abundance at telomeres/subtelomeres [33]. We tested whether epigenetic modifications are implicated in regulation of *Fst*. Both DNA methyltransferases Dnmt3a and 3b were expressed at lower levels in G4 *Terc*^–/–^ES cells than in WT cells, but Dnmt3b expressed at higher levels following differentiation (S5A Fig). By ChIP-qPCR analysis using specific primers and Dnmt3b antibody, levels of Dnmt3b at *Fst* loci did not differ between G4 *Terc*^–/–^and WT ES cells (S5B Fig). Also, *Fst* promoter showed only low methylation levels in G4 *Terc*^–/–^and WT ES cells like that of MEF (S5C Fig). Methylation levels at subtelomeres of chromosome 13 were greatly reduced in G4 *Terc*^–/–^ES cells, but markedly increased in G4 *Terc*^–/–^cells following differentiation, compared with WT ES cells (S5D Fig). These data suggest that *Fst* promoter methylation may not directly contribute to excessive *Fst* expression due to short telomere.

We analyzed the abundance of histone modifications of H3K4me3, H3K9me3 and H3K27me3 by western blot. H3K4me3 abundance seemed not to differ between G4 *Terc*^–/–^and WT ES cells, while H3K9me3 and H3K27me3 abundance were slightly reduced in G3/G4 *Terc*^*–/–*^ES cells, compared with WT, heterozygous, or G1 *Terc*^–/–^ES cells (S6A Fig). Also, G4 *Terc*^–/–^ES cells exhibited decreased H3K9me3 immunofluorescence and foci at heterochromatin and telomeres prior to and after differentiation, compared with WT ES cells (S6B Fig).

Furthermore, we performed ChIP-qPCR analysis to examine the abundance of H3K9me3/2, H3K9ac and H3K27me3 at *Fst* promoter loci using β-actin as a control. Enrichment of H3K9me3, H3K9Ac, and H3K9me2 at *Fst* promoter was low and showed no significant difference between WT and G4 *Terc*^–/–^ES cells (Fig 6B). However, H3K27me3 was highly enriched at *Fst* promoter. Importantly, H3K27me3 level was markedly reduced at all five loci of Fst promoter in G4 *Terc*^–/–^, compared with that of WT ES cells (Fig 6B). By luciferase reporter assay, the *Fst* promoter activity was higher in G4 *Terc*^–/–^than in WT ES cells (S7A Fig). We further examined expression levels of *Eed*, *Suz12*, *Ezh1* and *Ezh2* which are catalytic components of Polycomb repressive complex PRC2 and potentially tri-methylate H3K27 to repress gene expression and that are shown to play important roles in skin stem cell function and differentiation [34,35]. Expression levels of *Ezh1* and *Ezh2* are reduced in G4 *Terc*^–/–^ES cells as compared to WT ES cells (S7B Fig). Telomere-repaired ES cells partially restored Ezh1/2 expression, together with increased H3K27me3 enrichment at *Fst* promoter (S7C and S7D Fig). Pluripotent marker genes Nanog and Oct4 were also down-regulated during differentiation of *Terc* repaired G4 ES cells, like those of WT ES cells (S7E and S7F Fig). It is interesting to note that *Ezh2* expression level in one *Terc*-repaired ES cell line (A49 TR3) was not recovered well, and coincidently this clone had relatively shorter telomere than that of WT ES cells (Fig 5C). These results further suggest that short telomeres reduce H3K27me3 enrichment at *Fst* promoter, likely together with reduced Ezh1 and Ezh2 levels, de-repress *Fst*, and these together may contribute to excessive expression of *Fst*. Excessive Fst further down-regulates p63/K14 through disrupting BMP4/pSmad signaling (Fig 6C).

## Discussion

Based on the data obtained from both ES cell differentiation *in vitro* and *in vivo*, we propose that functional telomere is important for suppressing *Fst* to prevent its overexpression and to maintain normal expression of P63 and K14 during epidermal stem cell specification and differentiation. Short telomere disrupts PRC2- H3K27me3-mediated repression of *Fst*, which leads to excessive *Fst* expression. Consequently, excessive Fst suppresses BMP/pSmad signaling, reducing P63 and keratins and resulting in epidermal differentiation defects and skin atrophy. This model links dysfunctional telomeres to skin atrophy and hair follicle loss by disrupting Fst/BMP/pSmad/P63/K14 signaling.

This study also provides additional evidence in supporting that ES cell differentiation model is a powerful alternative tool to discover novel signaling and mechanisms that are involved in *in vivo* cell lineage specification at very early developmental stages that might not be readily revealed in live mouse model and particularly in humans [11]. The differentiation assay used in our study shows that the dynamics of P63 and K14 in mouse ES cell is similar to that of human ES cells and mouse embryonic skin development [14]. Our results also confirmed that P63 is a master regulator for K14, K5 and other epidermal genes [36,37], and that BMP4/pSmad signaling pathway can activate P63 [38]. BMP4 negatively regulates neural induction and promotes epidermogenesis during differentiation of mouse ES cells [31], whereas blocking BMP signaling facilitates differentiation of human ES cells into neural lineages [28].

Mounting evidence supports the notion that telomere dysfunction is accompanied by symptoms of abnormal epidermis [10,39–42]. Mice with critically short telomeres exhibit symptoms, including epidermal abnormalities such as poor wound healing, ulcerative skin lesions, early hair loss and early hair graying [2,8,10,43]. We show that short telomeres lead to reduced expression of P63 and declined epidermal stratification and formation, linking to skin atrophy. Study of P63-null mice demonstrates important roles of P63 in orchestrating first epidermal stratification [44,45]. p63-null mice exhibit striking defects in embryonic epidermal morphogenesis [46], and also suffer from diminished stem cell renewal capacity [47]. Moreover, TAp63 serves to maintain adult skin stem cells and prevents premature tissue aging [45,48,49]. Hence, P63 is required to maintain epidermal stem cell renewal while allowing K14 expression and epidermal differentiation [24]. Short telomeres cause stem cell failure [50], and also impair the ability of epidermal stem cells to mobilize out of the hair follicle niche, and thus skin and hair growth [26]. On the other hand, hyper-long telomeres are advantageous for skin regeneration compared with normal length telomeres [51]. Our data provide novel molecular mechanisms of linking short telomeres to reduced pSmad signaling and P63 and thus declined epidermal differentiation.

Moreover, excessive *Fst* expression resulting from short telomere negatively regulates BMP/pSmad/P63 pathways in the epidermal stem cell specification and differentiation. It has been reported that Fst is an antagonist of BMPs by blocking binding of BMP with its receptor [52]. Excessive Fst may compete with BMPs and inhibit BMP-pSmad signaling. Telomere re-elongation successfully achieved by CRISPR/Cas9-mediated knock-in of *Terc* represses *Fst* and recovers expression of P63 and K14. Consistently, telomerase reintroduction into mice with critically short telomeres is sufficient to elongate telomeres in skin keratinocytes and to correct epidermal hair follicle stem cell defects, and rescues skin and hair growth defects [26]. These data also may explain the early findings that *Fst*-knockout mice die within hours of birth but show thicker epidermis [53]. Likewise, deletion of *Fst* results in enhanced keratinocyte proliferation in the tail epidermis of these animals and an earlier onset of keratinocyte hyperproliferation at the wound edge after skin injury, suggesting that *Fst* regulates epidermal homeostasis and also wound repair [54].

In agreement, *Fst*-overexpression transgenic mice are characterized by a thinner dermis and epidermis, reduced density of the dermis and smaller hair follicles, indicative of skin atrophy, and a severe delay in wound healing observed after injury [55]. Moreover, mice that overexpress *Fst* are smaller compared with their control littermates, and their body weight is significantly reduced. This phenotype is similar to that of late generation *Terc*^*–/–*^mice [2,56] (also shown in this study), and these mice also exhibit severely impaired wound healing [2]. Coincidently, *p63*^−/−^ mice have an impaired wound-healing response as well [48]. Together, these data support the idea that abnormal *Fst/p63* signaling is implicated in short telomeres-associated skin atrophy and wound healing. Excitingly, mouse ES cells with hyper-long telomeres generate healthier chimera mice that also have longer telomeres and exhibit delayed aging and high capacity for skin wound healing [51].

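On the arrays of day 15, some genes of blood, vessels, endoderm and connective tissue were lower in KO than in WT cells, and some genes of early neural and primitive streak cells were higher. The embryonic globin gene *Hbb-bh1* was at 892 ± 25.6 (SD, n = 2) in WT and 26.3 ± 4.77 (SD, n = 2) in KO cells. The fetal liver protein gene *Afp* was at 6329 ± 4721 (SD, n = 2) and 726 ± 368 (SD, n = 2). The collagen gene *Col1a2* was at 16970 ± 3230 (SD, n = 2) in WT and 1339 ± 120 (SD, n = 2) in KO cells. *Otx2*, of the forebrain and epiblast, was at 99.7 ± 26.4 (SD, n = 2) in WT and 998 ± 55.4 (SD, n = 2) in KO cells. *Eomes*, of the primitive streak, was at 103 ± 20.1 (SD, n = 2) and 728 ± 168 (SD, n = 2). The imprinted gene *Mest* was lower in KO cells already at day 8, with 2548 ± 539 (SD, n = 2) in WT and 208 ± 65.7 (SD, n = 2) in KO cells. On the arrays of day 0 it was at 163 in line A49 and at 572 to 644 in the other 3 lines.

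Of the measured members at day 15, 3 of 14 erythroid and blood genes, 6 of 10 endothelial genes, 8 of 16 endoderm genes and 8 of 15 fibroblast genes were lower with no member higher. Of the others 6 of 16 neural genes were higher and 1 was lower, and 4 of 9 primitive streak genes were higher. Adjusted over the list alone these counts were 3, 6, 8 and 10 lower, with 1 endothelial gene higher, 10 neural genes higher and 1 lower, and 4 streak genes higher. Each of these lists passed camera in limma at day 15 (adjusted p = 0.00963, 3.35e-04, 2.15e-04, 5.51e-06, 0.00332 and 0.00332, and adjusted p = 0.373, 0.144, 0.426, 0.376, 0.373 and 0.426 with an estimated correlation). Among those that passed, the probe sets with the largest differences at day 15 belong to *Fgf5*, *Tdgf1*, *Olig1*, *Stmn2* and *Eras*, higher by 4.64 to 3.65 on the log2 scale, and to *Hbb-y*, *Hbb-bh1*, *Fmod*, *Mest* and *Tyrobp*, with -7.26 to -4.47. At day 8 those that passed with the largest differences belong to *Rpl39l*, *Irs4*, *Chga*, *Nptx2* and *Stmn2*, 2.93 to 1.98 higher, and to *Mest*, *Afp*, *Ptn*, *Wnt2* and *Cdh11*, with -3.64 to -2.22. The *Hbb-y*, *Hbb-bh1* and *Fmod* values of day 15 and the *Afp* value of day 8 are of probe sets that are not the gene's brightest. On the brightest, *Hbb-y* and *Hbb-bh1* were at -4.23 and -5.10 at day 15. *Rpl39l* and *Fgf5* were also set apart in A49 at day 0, at 2094 and 105 against at most 614 and 29.1 in the other lines. Of the same lists at day 8, 0 blood and 0 endothelial genes passed (1 lower, and 1 higher and 2 lower, when adjusted over the list alone), and the primitive streak gene *Evx1* was lower. The calls named for day 8 ended with only the 4 arrays of that day fitted, and that of *Afp* at day 15 ended in the same way and without KO replicate 2.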

Short telomeres can change expression of many genes and signaling pathways particularly with cell differentiation, as shown by the transcription profile data. We identified unique alterations of down-stream genes under regulation by the major TGFβ superfamily during differentiation of ES cells into epidermal lineage. Fst happens to be an evident negative regulator upstream in this pathway, and is up-regulated when telomere is short. We searched for mechanisms underlying short telomere-induced activation of *Fst*, and tested the hypothesis that repressive histone modification or DNA methylation may underlie telomere suppression of *Fst*. By ChIP-qPCR assay with selective related antibodies, we show that PRC2-mediated repression involving Ezh1/2 and H3K27me3 makes a major contribution to suppressing *Fst*. In fact, the regulatory region of *Fst* gene is characteristic of bivalent genes whose promoters are enriched for both activating mark by H3K4me3 and repressing mark by H3K27me3 and Ezh2, primed for differential expression upon differentiation [57–59]. In mice, PRC2 has been found to be enriched in the progenitor cells of developing epidermis, regulates epidermal specification in mouse embryos and maintains hair follicle homeostasis [60,61]. H3K27me3 marks are enriched in a subset of epidermal differentiation gene promoters in undifferentiated cells and disappear on a subset of epidermal gene promoters upon differentiation [62]. Moreover, Ezh1 and Ezh2 repress premature differentiation and H3K27me3 is involved in early lineage specification of embryonic epidermis differentiation [60]. Interestingly, Ezh1/2 null skin progenitors show reduced H3K27me3 abundance and significant up-regulation of Fst [61]. Identification of hair follicle stem cell signature genes showed that *Fst* also is one of genes involving transit-amplifying (TA) progeny repressed by H3K27me3, whereas BMP4 signaling is activated during this process likely induced by epigenetic shift to control by H3K4me3 and H3K79me2 [63]. Consistently, short telomere reduces H3K27me3 enrichment at *Fst* promoter, which leads to elevated *Fst* expression and defective epidermal specification and differentiation. *Terc*-repaired G4 *Terc*^*–/–*^ES cells rejuvenate telomere length to various degrees and partly restore H3K27me3-mediated suppression of *Fst*. *Nanog* and *Oct4* are down-regulated following differentiation of *Terc*-repaired G4 *Terc*^*–/–*^ES cells like WT cells. Coincidentally, *Tert*^-/-^ ES cells also have critically short telomeres and disrupted PRC2 function and low H3K27me3 enrichment at *Nanog* promoter, leading to defective suppression of *Nanog* during differentiation [18]. Fst-BMP4 signal pathway is known as a critical regulator for epidermal differentiation initiation and induced expression of *p63*, which may coordinate with BMP4 to accelerate epidermal specification by regulating accumulation of H3K27me3 [64]. Deletion of *p63* resulted in a significant decrease in signal of H3K27me3 mark [64]. We show that short telomeres can up-regulate *Fst* via reducing H3K27me3 at Fst promoter and decrease pSmad, resulting in declined expression of *p63*. These findings suggest a complex feedback mechanism between H3K27me3 and Fst-BMP4-P63. Fst, BMP4, P63, and H3K27me3 are key players in the orchestra that regulates epidermal differentiation.

Another interesting phenomenon for *Fst* promoter is its hypomethylated state. Additionally, methylation levels at subtelomeres of chromosome 13 where *Fst* gene is located are also drastically reduced in G4 *Terc*^*–/–*^ES cells, compared with those of WT ES cells. Coincidently, *Fst* and other subtelomeric genes such as *Tcstv1/3* in chromosome 13 are expressed at higher levels in G4 *Terc*^*–/–*^ES cells, but down-regulated in *Terc*-repaired G4 *Terc*^*–/–*^ES cells like WT cells (S8 Fig). DNA hypomethylation could lead to decreased levels of H3K27me3 in ordinarily unmethylated regions [18,65]. Our data suggests that H3K9me3-mediated gene silencing does not play a direct role in repressing *Fst*. We indeed find a global reduction of H3K9me3 in G4 *Terc*^–/–^ES cells in which H3K9me3 also shows reduced co-localization with telomeres. These data suggest that telomere shortening-induced reduction of H3K9me3 at telomeres/subtelomeres may have a general impact on gene de-repression instead of a direct impact on *Fst* gene.

Taken together, short or loss of telomere disrupts PRC2 function involving H3K27me3 and de-represses *Fst*. Elevated Fst inhibits pSmad/P63 signaling, leading to defective epidermal stem cell specification, stratification and differentiation. Rejuvenating telomere length can rescue these defects. We do not exclude the possibility that additional signaling pathways may also be involved in and/or cooperate with aberrant Fst/pSmad/P63 signaling in defective epidermal differentiation resulting from telomere dysfunction. Targeting Fst/pSmad/P63 pathway may have implications in ameliorating skin and hair degeneration associated with aging and telomere shortening.

## Materials and methods

### Ethics statement

All animal experiments were approved by the Institutional Animal Care and Use Committee at Nankai University (License number 20140006). All animal studies were carried out in strict accordance with the recommendations in the Guide for the Care and Use of Laboratory Animals of Nankai University. All efforts were made to minimize the number of animals used by the experimental design.

### Mice

Two-three month old *Terc* deficient (*Terc*^–/–^) mice and wild-type mice in C57Bl/6 background, and immunodeficient mice were used in this study. Mice were housed and cared for in a pathogen-free facility at Nankai University.

### ES cells and culture

*Terc*^–/–^ES cells were generated from *Terc* deficient mice and cultured as previously described [17]. N33 ES cell line was derived from wild-type mice, heterozygous (H1) ES cells from *Terc*^+/–^mice, and F19, F35, and A49 ES cell lines from G1, G3, G4 *Terc*^–/–^mice, respectively. These ES cells were maintained on mitomycin-C treated mouse embryonic fibroblasts as feeders in ES cell culture medium containing knockout Dulbecco’s modified Eagle medium (KO-DMEM) (Invitrogen) added with 20% fetal bovine serum (Hyclone), 1000 U/ml LIF, 0.1 mM β-mercaptoethanol, 1 mM L-glutamine, 0.1 mM non-essential amino acids, 100 units/ml penicillin and 100 μg/ml streptomycin.

### *Terc* repair in *Terc*^–/–^ES cell line by CRISPR/Cas9

pSpCas9(BB)-2A-Puro (PX459) was a gift from Feng Zhang (plasmid # 48139, Addgene). Guide RNAs were designed using the online design tool available at http://crispr.genome-engineering.org/. PX459 was digested with BbsI and then gel purified. Two pairs of oligos including targeting sequences were annealed and cloned into the BbsI-digested PX459 vector. The *Terc* donor sequences were obtained based on mouse genomic sequence and the information provided in the original paper [43]. The *Terc* donor vector contained *Terc* flanked by 5’(Left) and 3’(Right) homology arms. The DNA fragments are individually amplified by proper primers and then cloned into the vector with proper enzymes. G4 *Terc*^–/–^ES cell line A49 was transfected with two PX459 and *Terc* donor plasmids using lipofectamine 2000 transfection reagent (Invitrogen). Twenty-four hours later, 2 μg/ml puromycin was added into the culture medium for 7 days, clones were picked and the genomic DNA was extracted. PCR was performed with several pairs of primers to detect and obtain the genomic knock-in *Terc* repaired cell lines.

### *In vitro* differentiation of ES cells

ES cells are allowed to aggregate and form three-dimensional colonies known as embryoid bodies (EBs) [66]. Differentiation of ES cells was accomplished in a two-step process: (1) Embryoid body (EB) formation was obtained by using cell suspension and hanging drop method. Undifferentiated ES cells were trypsinized to obtain a single cell suspension, and EBs were formed in ES cell culture medium without LIF, in a definite number of cells in "hanging drops" for 4 days. (2) Then, EB were transferred to 24-well microwell plates with one EB per well. Daily microscopic observations were conducted to detect beating EBs. 10~15 EBs were transferred to 6-well microwell plates per well for protein, RNA, and DNA sample collection.

### Teratoma formation assay and histological analysis

Approximately 2×10^6^ ES cells with different telomere length were injected subcutaneously into dorsal flanks of immunodeficient mice. Four weeks after the injection, the mice were humanely sacrificed and the teratomas were surgically dissected from the mice. Samples were weighed, fixed in PBS containing 3.7% formaldehyde, and embedded in paraffin. Sections were stained with hematoxylin and eosin for histological examination.

### RNA extraction and qPCR

The total RNA was isolated from samples using TriZol (Invitrogen) or RNeasy mini kit (Qiagen) according to the manufacturer's protocol. The purity and concentration of RNA were checked using Nanodrop technology (Agilent). 2μg RNA was subjected to cDNA synthesis using M-MLV Reverse Transcriptase (Invitrogen). Quantitative real-time PCR reactions were set up in duplicate with the FastStart Universal SYBR Green Master (ROX) (Roche) and run on the iCycler iQ5 2.0 Standard Edition Optical System (Bio-Rad). Each sample was repeated at least twice and analyzed with Gapdh served as the internal control. Quantification of gene expression was based on the Ct (Cycle threshold) value. Melting curve analysis and electrophoresis were performed to control PCR products specificities and exclude nonspecific amplification. PCR Primers, designed using Primer5 and Gene Runner software, are listed in **S1 Table**.

### Western blot

Cells were collected and washed with cold phosphate buffered saline (PBS), then resuspended in cell lysis buffer containing 50 mM Tris (pH 7.4), 150 mM NaCl, 1 mM EDTA, 1 mM EGTA, 1 mM NaF, 20 mM Na_4_P_2_O_7_, 1 mM Na_3_VO_4_, 1%Triton X-100, 10% glycerol, 0.25% deoxycholate and 0.1% SDS. 20 μg of proteins were separated on 10% SDS-polyacrylamide gels and transferred to polyvinylidene difluoride (PVDF, Millipore) membrane. Nonspecific binding was blocked by incubation in 5% nonfat dry milk in TBST at room temperature. Blots were then probed overnight at 4°C with primary antibodies against K14 (ab7800, Abcam), P63 (ab124762, Abcam), H3 (ab1791, Abcam), H3K4me3 (ab1012, Abcam), H3K9me3 (07–442, Millipore), H3K27me3 (07–449, Millipore), Smad1 (#9743, CST), pSmad1/5/8 (#9511, CST), pSmad2/3(#8828, CST), Smad2/3(#5678, CST), Fst (ab64490, Abcam), Dnmt3a (ab13888, Abcam), Dnmt3b (ab13604, Abcam), or β-actin (sc1616R, Santa Cruz), washed and incubated for 2 h with secondary antibodies HRP conjugated donkey anti-Rabbit IgG (NA934v GE Healthcare) or goat anti-mouse IgG (H+L) (ZB2305). Protein bands were detected using ECL western blotting detection reagents (WBKLS0100 Millipore). The band intensity was measured by software ImageJ and normalized to the intensity of β-actin. The relative expression level was calculated from the results of at least three independent experiments or samples and presented as mean ± SEM [67].

### Telomere measurement by qPCR

Cells were washed in PBS and stored at -20°C until subsequent DNA extraction. Genome DNA was prepared using DNeasy Blood & Tissue Kit (Qiagen, Valencia, CA). Average telomere length was measured from total genomic DNA using a real-time PCR assay, as previously described [68], but modified for measurement of mouse telomere [69]. PCR reactions were performed on the iCycler iQ5 2.0 Standard Edition Optical System (Bio-Rad, Hercules, CA), using telomeric primers, primers for the reference control gene (mouse 36B4 single copy gene) and PCR settings as previously described [70]. For each PCR reaction, a standard curve was made by serial dilutions of known amounts of DNA. The telomere signal was normalized to the signal from the single copy gene to generate a T/S ratio indicative of relative telomere length. Equal amounts of DNA (20 ng) were used for each reaction. The primers for telomere measurement by qPCR are listed in **S2 Table**.

### Telomere quantitative fluorescence *in situ* hybridization (QFISH)

Telomere length and function (telomere integrity and chromosome stability) were estimated by telomere quantitative FISH [17,43]. Briefly, cells were incubated with 0.5 μg/ml nocodazole for 1.5 h to enrich cells at metaphases. Chromosome spreads were made by standard method. Metaphase-enriched cells were exposed to hypotonic treatment with 75 mM KCl solution, fixed with methanol: glacial acetic acid (3:1) and spread onto clean slides. Telomeres were denatured at 80°C for 3 min and hybridized with FITC-labeled telomere (CCCTAA) peptide nucleic acid (PNA) probe (0.5 μg/ml) (Panagene, Korea). Chromosomes were stained with 0.5 μg/ml DAPI. Fluorescence from chromosomes and telomeres was digitally imaged on a Zeiss microscope with fluorescein isothiocyanate (FITC)/DAPI filters, using AxioCam and AxioVision software 4.6. Telomere length shown as telomere fluorescence intensity was integrated using the TFL-TELO program (a gift kindly provided by Peter Lansdorp).

### Telomerase activity by TRAP assay

Telomerase activity was measured by the Stretch PCR method according to the manufacturer’s instruction using TeloChaser Telomerase assay kit (T0001, MD Biotechnology). Briefly, about 2.5 × 10^4^ cells from each sample were lysed. Lysis buffer served as negative controls. PCR products of cell lysates were separated on non-denaturing TBE-based 12% polyacrylamide gel electrophoresis and visualized by ethidium bromide staining.

### Telomere Restriction Fragment (TRF) measurement

TRF analysis was performed using a commercial kit (TeloTAGGG Telomere Length Assay, catalog no. 12209136001, Roche Life Science). Cells were pretreated with RNaseA and Proteinase K (PCR Grade, 03115879001, Roche Life Science), followed by extraction using phenol: chloroform: isoamyl alcohol, digested with MboI (R0147, NEB) at 37 °C overnight and electrophoresed through 1% agarose gels in 0.5 × TBE at 14 °C using a CHEF Mapper pulsed field electrophoresis system (Bio-rad). Auto algorithm was used to separate DNA samples with a size range from 5 to 150 kb. The gel was blotted and probed using reagents in the kit.

### Immunofluorescence microscopy

Tail or back skin tissues obtained from wild-type (WT) or G3 *Terc* deficient mice, or teratomas were fixed overnight in 3.7% paraformaldehyde at 4°C, dehydrated through graded alcohols and xylene, and embedded in paraffin. After deparaffinizing, rehydrating and washing in PBS, sections were incubated with 3% H_2_O_2_ for 10 min at room temperature to block endogenous peroxidase, subjected to high pressure antigen recovery sequentially in 0.01% citrate buffer for 3 min, blocked with 5% goat serum in PBS for 2 h at room temperature, and then incubated with the primary antibodies against K14 (ab7800, Abcam), Fst (ab64490, Abcam) or P63 (ab124762, Abcam) overnight at 4°C, washed and incubated for 2 h with appropriate fluorescence-conjugated secondary antibodies (Goat anti Mouse IgG (H+L), FITC, 115-095-003, Jackson; Goat anti Rabbit IgG (H+L), Alexa Fluor 594, 111-585-003, Jackson). For immunostaining of ES cells and *in vitro* differentiated cells, they were washed twice in PBS, then fixed in freshly prepared 3.7% paraformaldehyde in PBS (pH 7.4), permeabilized in 0.1% Triton X-100 (Sigma–Aldrich, Saint Louis, MO) in blocking solution (3% goat serum plus 0.5% BSA in PBS) for 30 min, washed and left in blocking solution for 1 h. Cells were then incubated overnight at 4°C with primary antibodies and then secondary antibodies as described above. Blocking solution without the primary antibody served as negative control. Nuclei were counterstained with 0.5 μg/ml Hoechst 33342 in Vectashield mounting medium. Fluorescence was imaged using a Zeiss fluorescence microscope (Axio Imager Z1) and using the same exposure time for each group. ImageJ software (https://imagej.net/) was used for relative quantity measurement of fluorescence intensity. Region-of-interest (ROI) tool was used to select the cell or background, and the fluorescence intensity of ROIs achieved. Background with the same threshold was subtracted for each image.

### Immunofluorescence-telomere FISH (IF-FISH)

IF-FISH was performed based on an established protocol [71]. Briefly, immunostaining of the cells was performed as described above. After washing the excess of secondary antibody with PBS, cells were fixed in 4% formaldehyde for 2 min, dehydrated with ethanol, and incubated with FITC-telomeric PNA probe as described earlier for telomere QFISH. Fluorescence was imaged using the Zeiss fluorescence microscope.

### Bisulfite genomic sequencing

DNA methylation by bisulfite sequencing Genomic DNA was extracted from cells using DNeasy & Blood Tissue Kit (Qiagen) according to the manufacturer’s instructions. Bisulfite treatment of DNA was performed with the EpiTect Bisulfite Kit (Qiagen). Bisulfite converted DNA was amplified by seminested PCR, using HS EX Taq DNA Polymerase (Takara). Primer sequences are detailed in **S3 Table**. PCR products were recovered from stained gels (EasyPure Quick Gel Extraction Kit,Transgen), cloned into a pEASY-T1 Simple Cloning vector (Transgen) and then sequenced.

### Overexpression of *Fst* or *p63*

The plasmid pEASY-T1-*Fst*- overexpression (OE) and pEASY-T1-*p63*-OE were constructed by amplification of *Fst* or *p63* cDNA by PCR and cloning it into pEASY-T1 simple cloning vector (TransGen). Following digestion with XhoI and NotI, *Fst* or *p63* sequences were inserted into Plch37 plasmid. Then the recombinant plasmids were transfected into J1 ES cells or MEF. At 48 h after transfection with 2 μg plasmid using lipofectamine 2000 (Invitrogen), cells were collected for protein and RNA extraction. For obtaining stably transfected cell lines with *Fst* overexpression, cells were transfected with 2 μg plasmid using lipofectamine 2000 (Invitrogen) and selected by 1.5 μg/ml puromycin for 7–10 days, and clones were picked.

### *Fst* RNAi

shRNA sequences were synthesized (**S4 Table**), and cloned into pSIREN-RetroQ, according to manufacturer’s instructions. The shRNAs without sequence homology to mouse genes served as a negative control. The RNAi retrovirus was packaged using Plat-E cells and then infected cells during differentiation.

### ChIP-qPCR assay

ChIP-qPCR analysis was performed as described previously [72], with slight modification. Briefly, 5 × 10^7^ cells were fixed with 1% paraformaldehyde, lysed, and sonicated to achieve the majority of DNA fragments with 100–1000 bp. DNA fragments were then enriched by immunoprecipitation with 5 μg H3K9me3 antibody (ab8898, Abcam), 7 μg H3K9Ac antibody (ab4441, Abcam), 5 μg Dnmt3b antibody (ab13604, Abcam), 5 μg H3K9me2 antibody (ab1220, Abcam) or 5 μg H3K27me3 (ab6002, Abcam). The eluted protein:DNA complex was reverse-crosslinked at 65 °C overnight. DNA was recovered after proteinase and RNase A treatment. Real-time PCR was performed to compare the histone modification at the *Fst* promoter region using primers provided in **S5 Table**. Normal rabbit IgG (#2729S, Cell Signaling) or Mouse (G3A1) mAb IgG1 Isotype Control (5415S, Cell Signaling) served as negative control.

### Genome-wide gene expression by microarray analysis

Microarray was performed by CapitalBio Corporation (Beijing, China) using Affymetrix 430 2.0 oligonucleotide mouse arrays designed from GenBank, dbEST, and RefSeq sequences based on the UniGene database. The analysis was carried out based on the software and method provided by CapitalBio (http://www.capitalbio.com). Only probe sets showing at least 1.8-fold change were retained in the final list. 

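Some genes were as far apart between the 2 arrays of 1 group as this rule asks of the genotypes. At day 0 *Krt8* and *Krt18*, keratins of simple epithelia and of the trophoblast, were at 3244 ± 2363 (SD, n = 2) and 3765 ± 2646 (SD, n = 2) in the WT lines. *Fgf5*, a gene of the epiblast, was at 67.0 ± 53.5 (SD, n = 2) in the KO lines of day 0. *Rpl39l*, a ribosomal protein gene with a role in the testis, was at 1354 ± 1047 (SD, n = 2). In the WT cells of day 8 the collagen gene *Col3a1* was at 6292 ± 5340 (SD, n = 2). These genes were picked after their values were seen. Between the 2 arrays of a group, 355 probe sets were at least 1.8-fold apart in WT and 565 in KO cells at day 0, 1690 and 149 at day 8, and 1076 and 169 at day 15.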

The detection call indicates whether a transcript was reliably detected (P, Present) or not (A, Absent). We performed hierarchical clustering with the differentially expressed genes using cluster software (version 3) and by applied mean centering and normalization of genes and arrays prior to average linkage clustering.

### Luciferase reporter assay

The *Fst* promoter (~2000bp) was cloned into pGL3-basic vector, following digestion with XhoI and HindIII. 2×10^5^ ES cells per 12 well were transfected with 1 μg pGL3-basic vector containing *Fst* promoter and 10 ng pRL-SV40 vector as control using lipofectamine 2000 (Invitrogen) according to manufacturer’s instruction. 24 hours after transfection, ES cells were lysed with 1×PLB (positive lysis buffer, Promega), shaken for 15 min, and then centrifuged at 13000 rpm for 10 min at 4°C. The supernatants were collected and analyzed for luciferase activity by dual reporter assay according to manufacturer’s instructions.

### Chromosome XMP13 FISH and telomere FISH

XMP13 probe (D-1413, Metasystems) specific for mouse Chromosome 13 was used for chromosome identification. FISH on chromosome spread was performed according to manufacturer’s instructions. The probe was added and coverslip placed, sealed with rubber cement, denatured by heating slide at 75°C for 2 min, and incubated in humidified chamber at 37°C overnight. Slides were washed and stained with 0.5 μg/ml DAPI in VectaShield antifade medium. Digital images were captured using a CCD camera on a Zeiss Imager Z2 microscope. The coordinates of the chromosome were recorded with the venire scale along the top and side of the microscope stage. The slides were washed and performed with telomere FISH as described above. After staining with DAPI again, fluorescence from chromosomes and telomeres was digitally imaged using the same microscope according to the recorded coordinates. The telomeres of chromosome 13 were revealed by comparison of the images from the same coordinates.

### Statistical analysis

The data from multiple groups were analyzed by ANOVA, and means were compared by Fisher’s protected least significant difference (PLSD) using the StatView software from SAS Institute. T-test was used to analyze statistical significance of the two-paired groups. Significant differences were defined as p < 0.05, 0.01, or lower.

## Supporting information

S1 Fig *In vitro* differentiation of ES cells with various telomere lengths. (A) Morphology of colonies of ES cells (WT, *Terc*^+/–^, G1, G3, and G4 *Terc*^–/–^ES cells), embryoid body (EB) at day 4, and differentiated cells by day 8 and day 15. (B&C) Relative expression level of pluripotent marker genes *Oct4* (B) and *Nanog* (C) at indicated time points of differentiation. Bars = Mean ± SEM (n = 3). (D) Methylation level of *Nanog* promoter analyzed at day 0 and day 15 of differentiation in WT and G4 *Terc*^–/–^ES cells. Genomic DNA was treated with bisulfite, followed by PCR amplification and sequencing. Circles, CpG sites within the regions analyzed; filled circles, methylated cytosines indicated by percentages underneath; open circles, unmethylated cytosines. (E&F) Relative mRNA levels by qPCR analysis of epidermal stem cell marker *p63* (E), and epidermis basal layer markers *K14*, *K5*, *K4*, and *K1* (F) at day 0, day 8, and day 15 of *in vitro* differentiation. Bars = Mean ± SEM (n = 3). *, p<0.05; **, p<0.01, compared to WT ES cells at the same time point. ES cells, embryonic stem cells; WT, wild type; *K14*, *Keratin 14; K5*, *keratin 5*; *K4*, *keratin 4*; *K1*, *keratin 1*; EB, embryoid body.
(TIF) Click here for additional data file.

S2 Fig Short telomeres impair epidermal differentiation *in vivo*. **(**A) Epidermal differentiation in teratomas from WT and G4 *Terc*^–/–^ES cells as shown by immunofluorescence (IF) of P63 and K14. Scale bar = 50 μm. (B) Representative images showing skin (tail) of WT and G3 *Terc*^–/–^mice revealed by immunofluorescence of K14 and P63 and histology by H&E staining. Scale bar = 50 μm. (C) Thickness of skin epidermis in WT and G3 *Terc*^–/–^mice estimated from H&E histology. *, p<0.05.
(JPG) Click here for additional data file.

S3 Fig Co-immunofluorescence of P63 or K14 with Fst expression. (A) Representative immunofluorescence images showing co-staining of K14 (green) with Fst (red) in sections of mouse back skin. Scale bar = 20 μm. (B) Representative immunofluorescence images showing co-staining of K14 with Fst in the sections of mouse skin epidermis. WT mouse skin displays many hair follicles underneath and G3 *Terc*^–/–^mouse skin shows fewer and smaller hair follicles. Scale bar = 25 μm.
(TIF) Click here for additional data file.

S4 Fig Genome-wide gene expression profile showing differential gene expression in WT cells with long telomeres and G4 *Terc*^–/–^knockout (KO) cells with shortest telomeres. (A) Heatmap illustrating relative expression pattern of G4 *Terc*^–/–^cells compared to WT cells in duplicates. The genes with changes > = 1.8-fold between two groups were chosen for heatmap. The number of differentially expressed genes increased during the differentiation. (B) Heatmap highlighting relative expression pattern of genes related to DNA methylation, pluripotency, BMP/TGF-β signaling pathway and epidermis in G4 *Terc*^–/–^cells compared to WT cells in duplicates. During differentiation, WT ES cells exhibit significant reduction in expression of pluripotency genes, but G4 *Terc*^–/–^ES cells still maintain relatively high expression levels of pluripotency genes. On the contrary, BMP/TGF-β signaling genes are expressed at higher levels during differentiation of WT (wild type) ES cells, but at reduced levels in G4 *Terc*^–/–^ES cells. (C) Relative expression levels of genes related to BMP4/Smad1 pathway analyzed by qPCR in ES cells with various telomere lengths. BMP, bone morphogenetic protein.
(TIF) Click here for additional data file.

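Genes that differ between KO and WT cells at day 0 are few, and by day 15 they include pluripotency, globin, collagen and keratin genes. By the 1.8-fold rule, 297 probe sets were higher and 732 lower in KO cells at day 8, and 1033 were higher and 1796 lower at day 15. By limma's adjusted p, 231 probe sets were higher and 277 lower at day 8, and 2904 were higher and 2903 lower at day 15, for 280 and 3107 genes read from their brightest probe set. *Mest*, an imprinted gene of mesoderm, had the lowest log2 difference among the genes called at day 8, and was already lower in line A49 at day 0. By day 15 it was at 2820 ± 140 (SD, n = 2) in WT and 108 ± 29.0 (SD, n = 2) in KO cells. *Irs4*, an adaptor of insulin signaling, was at 252 ± 146 (SD, n = 2) in WT and 1364 ± 272 (SD, n = 2) in KO cells at day 8. The day 15 levels were 120 ± 28.2 (SD, n = 2) and 1095 ± 144 (SD, n = 2).

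The 508 limma calls of day 8 became 2625 without WT replicate 1, 10 without KO replicate 1, 5 without KO replicate 2 and 0 with only the 4 arrays of that day fitted. The 5807 calls of day 15 became 2635 without WT replicate 1, 1720 without KO replicate 1 and 3360 without KO replicate 2, and the 1.8-fold count of day 8 became 1824 without WT replicate 1.

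**Figure D2:**
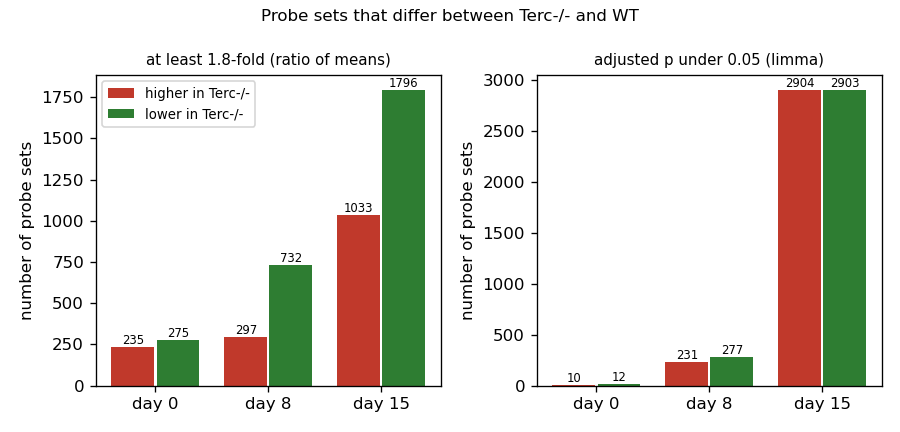
Number of probe sets higher and lower in KO than in WT cells at days 0, 8 and 15, by the 1.8-fold rule and by limma's adjusted p. Both counts are highest at day 15, with 2829 probe sets by the 1.8-fold rule and 5807 by limma.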

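Genes of DNA methylation split at day 15. *Dnmt3b*, a DNA methyltransferase that sets new methylation in the embryo, was at 481 ± 91.2 (SD, n = 2) in WT and 3574 ± 607 (SD, n = 2) in KO cells. Its cofactor *Dnmt3l* was at 82.0 ± 34.8 (SD, n = 2) and 523 ± 85.2 (SD, n = 2). *Dnmt3a* was lower in KO cells, with 1500 ± 424 (SD, n = 2) in WT and 931 ± 60.4 (SD, n = 2) in KO cells. Some keratins of the epidermis were lower. *Krt14* and *Krt5*, the pair of the basal layer, were at 90.0 ± 3.96 (SD, n = 2) and 153 ± 18.6 (SD, n = 2) in WT cells. In KO cells they were at 29.8 ± 10.5 (SD, n = 2) and 59.0 ± 1.76 (SD, n = 2). *Trp63*, the master regulator of that layer, was at 16.5 ± 0.110 (SD, n = 2) in WT and 17.2 ± 2.56 (SD, n = 2) in KO cells, at percentiles 20.2 and 20.3 of the arrays.

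Of 12 measured DNA methylation genes, *Dnmt3b*, *Dnmt3l* and *Tet1* were higher and *Dnmt3a* was lower at day 15, against 4 higher and 5 lower when adjusted over the list alone (camera in limma, upward, adjusted p = 0.895). The list's median log2 difference was -0.21 and its mean 0.36. At day 8 *Dnmt3l* alone passed, with 2 higher when adjusted over the list alone. Of 19 basal epidermis genes 8 were higher and 6 lower at day 15, against 9 and 6 when adjusted over the list alone (camera in limma, adjusted p = 0.432). *Krt14*, *Krt5* and *Krt15* had log2 differences of -1.64, -1.37 and -2.21, while *Sfn*, a p53-induced protein of stratified epithelia, was at 1.94 (adjusted p = 0.00255, 3.46e-04, 7.36e-04 and 1.97e-04 from limma). Of 20 genes of differentiated and stratified epidermis, *Krt4*, *Krt13*, *Krt6a* and *Calml3* were lower at day 15 and 0 were higher, with the same counts when adjusted over the list alone. *Krt1* did not pass (-0.24, adjusted p = 0.315 from limma). At day 8 the laminin genes *Lama3* and *Lamb3* of the basement membrane were higher and 0 basal genes lower, 3 higher when adjusted over the list alone (camera in limma, adjusted p = 0.00406, and adjusted p = 0.165 with an estimated correlation). Of the differentiated epidermis genes 0 passed at day 8 and 1 was higher when adjusted over the list alone. The 14 basal epidermis calls of day 15 became 9 without WT replicate 1, 7 without KO replicate 1 and 9 without KO replicate 2. The *Dnmt3a* call ended without any 1 of these 3 arrays, after quantile normalization and with only the 4 arrays of that day fitted. The calls of *Krt6a* and *Calml3* ended without WT replicate 1 or KO replicate 2, and those of *Lama3* and *Lamb3* at day 8 ended without either KO replicate.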

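In undifferentiated ES cells no pluripotency gene passed the test, and by day 15 nearly all were higher in KO than in WT cells. *Pou5f1*, the core regulator of pluripotency, was at 6733 ± 313 (SD, n = 2) in WT and 7051 ± 544 (SD, n = 2) in KO cells at day 0. At day 8 it was at 1628 ± 654 (SD, n = 2) and 2639 ± 112 (SD, n = 2), and at day 15 at 194 ± 122 (SD, n = 2) and 2084 ± 248 (SD, n = 2). *Nanog*, its partner, was at 140 ± 83.7 (SD, n = 2) in WT and 1087 ± 2.20 (SD, n = 2) in KO cells at day 15. *Tdgf1*, a Nodal co-receptor of ES cells, was at 182 ± 119 (SD, n = 2) and 3058 ± 537 (SD, n = 2). Of 26 pluripotency genes 0 passed at day 0, *Klf2*, *Esrrb* and *Gdf3* were higher in KO cells at day 8 and 23 were higher at day 15, against 0, 11 and 23 when adjusted over the list alone. *Klf4*, *Tbx3* and *Tfcp2l1* did not pass at day 15, with log2 differences of 0.17, 0.50 and 0.60.

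The median log2 difference of the list was 0.13 at day 0, 0.89 at day 8 and 1.89 at day 15 (camera in limma, adjusted p = 0.473, 7.14e-09 and 1.30e-15, and adjusted p = 0.301 at day 8 and 0.373 at day 15 with an estimated correlation). The *Pou5f1*, *Nanog* and *Tdgf1* differences at day 15 were 3.58, 3.10 and 4.24 (adjusted p = 8.95e-04, 9.45e-04 and 5.11e-04 from limma). From day 8 to day 15 the list moved down in both genotypes, with medians of -1.58 in WT and -0.47 in KO cells and with 2 and 0 of the 26 genes above 0 (camera in limma, adjusted p = 5.86e-12 and 1.00e-05, and adjusted p = 0.451 and 0.567 with an estimated correlation). Over all probe sets 21 of the genes passed as lower in WT and 0 in KO cells, 24 and 1 when adjusted over the list alone. The 3 calls of day 8 became 5 without WT replicate 1 and 0 without either KO replicate or with only the arrays of that day fitted. The 23 of day 15 became 14 without KO replicate 1 and 12 with only the arrays of that day fitted.

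**Figure D3:**
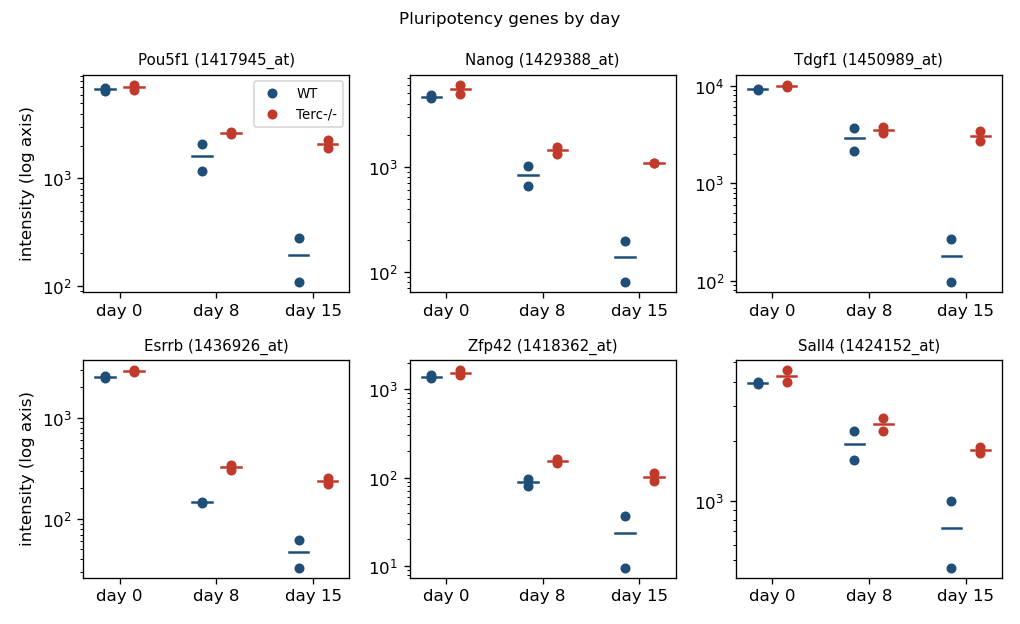
Intensity on a log axis of *Pou5f1*, *Nanog*, *Tdgf1*, *Esrrb*, *Zfp42* and *Sall4* on each of the 12 arrays by day, for WT and KO cells, with points for arrays and short lines at the group means. At day 15 the KO arrays lie above the WT arrays in each of the 6 genes, and *Pou5f1* is at 2084 against 194.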

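Genes of TGF-β, activin and Nodal signaling moved both ways at day 15. *Nodal*, a ligand of the early embryo, was at 204 ± 74.9 (SD, n = 2) in WT and 1587 ± 289 (SD, n = 2) in KO cells. *Tgfb3*, a TGF-β ligand, was at 468 ± 226 (SD, n = 2) in WT and 58.6 ± 6.89 (SD, n = 2) in KO cells. *Tgfbr3*, a co-receptor, was at 2311 ± 142 (SD, n = 2) and 685 ± 37.6 (SD, n = 2). In WT cells *Tgfb3* and *Tgfbr3* rose between days 8 and 15, by 3.00 and 1.83 on the log2 scale (adjusted p = 5.94e-04 and 0.00257 from limma). *Nodal* fell by 2.23 (adjusted p = 9.13e-04 from limma). Of 16 measured genes 0 passed at day 0 and at day 8, and 3 were higher and 6 lower in KO cells at day 15, with the same counts when adjusted over the list alone.

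The log2 differences of *Nodal*, *Tgfb3* and *Tgfbr3* at day 15 were 3.00, -2.91 and -1.75 (adjusted p = 2.81e-04, 8.15e-04 and 0.00388 from limma). The list's median was 0.36 at day 0 and -0.43 at day 8, where it passed in opposite directions (camera in limma, adjusted p = 0.00277 and 0.0277, and adjusted p = 0.63 and 0.401 with an estimated correlation). The list of fibroblast genes passed in the same directions at these days, and likewise not with an estimated correlation. At day 15 the median was -0.31 and did not pass (camera in limma, adjusted p = 0.122). The calls of *Tgfb3* and *Tgfbr3* between days 8 and 15 ended with only the 4 arrays of those days fitted.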

S5 Fig Comparison of DNA methylation levels in ES cells and following differentiation. (A) Protein levels of both Dnmt3a and Dnmt3b are lower in G3/G4 *Terc*^–/–^ES cells than in WT ES cells by Western blot. However, Dnmt3b levels are higher and Dnmt3a lower in G3/G4 *Terc*^–/–^cells than in WT cells by day 15 of differentiation. β-actin served as loading control. (B) Real-time PCR based ChIP analysis of Dnmt3b abundance at *Fst* promoter region in WT and G4 *Terc*^–/–^ES cells. Bars = Mean ± SEM (n = 4). (C) Methylation status of *Fst* in WT ES cells, G4 *Terc*^–/–^ES cells, and MEF. (D) Methylation level of subtelomere region of Chr13 in ES cells and at day 15 following differentiation. Genomic DNA was treated with bisulfite, followed by PCR amplification and sequencing. Circles, CpG sites within the regions analyzed; filled circles, methylated cytosines indicated by percentages underneath; open circles, unmethylated cytosines. MEF, mouse embryonic fibroblasts cells.
(TIF) Click here for additional data file.

S6 Fig Histone levels in ES cells with various telomere lengths and following differentiation. (A) Histone levels by Western blot analysis of WT, *Terc*^+/–^, G1, G3, and G4 *Terc*^–/–^ES cells prior to differentiation (day 0) and at day 8, day 15 of differentiation. Histone H3 served as loading control. (B) Immunofluorescence and co-localization of H3K9me3 distribution and foci and telomere FISH in WT and G4 *Terc*^–/–^ES cells at day 0 or at day 15 of differentiation. Relative H3K9me3 immunofluorescence intensity was estimated by Image J software. ***, P<0.001.
(JPG) Click here for additional data file.

S7 Fig Regulation of *Fst* by Ezh1, Ezh2 and H3K27me3. (A) *Fst* promoter activity is higher in G4 *Terc*^–/–^than in WT ES cells. Mean ± SEM (n = 3). **, p<0.01. (B) Relative expression levels of genes associated with PRC2 and H3K27me3 by qPCR analysis. (C) Expression levels by qPCR of *Ezh1* and *Ezh2* in WT, G4 *Terc*^–/–^and G4 *Terc*-repaired ES cells. Bars = Mean ± SEM (n = 3). *, p<0.05; **, p<0.01, compared with WT ES cells. (D) ChIP-qPCR analysis of H3K27me3 abundance at *Fst* promoter region in WT, G4 *Terc*^–/–^and *Terc* repaired ES cells, showing decreased level of H3K27me3 at Fst promoter in cells with short telomere. Mean ± SEM (n = 3). β-actin served as control. *, p<0.05; **, p<0.01. (E&F) Immunofluorescence of Nanog and Oct4 at day 0 (E) and day 15 (F) of differentiation in WT, G4 *Terc*^–/–^and G4 *Terc*-repaired cells. Scale bar = 20 μm.
(TIF) Click here for additional data file.

S8 Fig Heatmap illustrating relative expression pattern of representative genes located between Fst and telomere in WT ES cells, G4 *Terc*^–/–^knockout ES cells and *Terc* repaired G4 *Terc*^–/–^ES cells. The genes near the end of long arm of chromosome 13 with expression levels with FPKM more than 1 by RNA-seq are shown.
(TIF) Click here for additional data file.

S1 Table Primers for quantitative real-time PCR analysis. (DOCX) Click here for additional data file.

S2 Table Primers used for telomere length measurement by qPCR. (DOCX) Click here for additional data file.

S3 Table Primers for methylation analysis. (DOCX) Click here for additional data file.

S4 Table shRNA sequences targeting to *Fst*. (DOCX) Click here for additional data file.

S5 Table Primers for ChIP-qPCR. (DOCX) Click here for additional data file.

# Supplementary material for: Telomere dysfunction impairs epidermal stem cell specification and differentiation by disrupting BMP/pSmad/P63 signaling
**Source:** PLoS Genet. 2019 Sep 13;15(9):e1008368. doi: 10.1371/journal.pgen.1008368
**Supplement:** S1 Table

**Supplementary Table 1** Primers for quantitative real-time PCR analysis.

| **Genes** | **Forward** | **Reverse** |
| --- | --- | --- |
| Bmp4 | CTGCCGTCGCCATTCAC | CACCACCTTGTCATACTCATCC |
| Bmp7 | GCTACCACAGCAAACGCCTAA | TGCTTGGTTTCCCTTCAACA |
| Bmpr1a | AAATGGCTCGTCGTTGT | TGGAGGCTGGATTATGG |
| Bmpr1b | CAGACGGTCCTGATGCG | GCTTGCCTTGAGTGCTAA |
| Bmpr2 | CCACAACCCAGTATGCC | CGTTCCCTCCTATCTACCAA |
| Eed | ATGCTGTCAGTATTGAGAGTGGC | GAGGCTGTTCACACATTTGAAAG |
| Ezh1 | GTTCGACAGCCAGGATATGTTG | CACAAAACCGTCTCATCTTCCA |
| Ezh2 | AGTGACTTGGATTTTCCAGCAC | AATTCTGTTGTAAGGGCGACC |
| Fst | AGGGAAAGTGTATCACAAAGT | GAGTTGCAAGATCCAGAATG |
| Gapdh | TCAACAGCAACTCCCACTCTTCCA | ACCACCCTGTTGCTGTAGCCGTAT |
| Gata1 | CAGGAAGGGAAGAGCAACA | GAGAAGAAAGGACTGGGAAAGT |
| K1 | CAAGTTTGCCTCCTTCATCG | CAGCGAGTCCACCTTCCTT |
| K14 | TGCTGGATGTGAAGACAAGG | GGATGACTGAGAGCCAGAGG |
| K4 | GAGGATACGGTGCTGGGTT | CAGGCTCTGGTTGATGGTG |
| K5 | AGGCCCAGTACGAGGACATT | GCTTGTTTCTGGCATCTTTGAG |
| Nanog | TTGCTTACAAGGGTCTGCTACT | ACTGGTAGAAGAATCAGGGCT |
| Oct4 | TTGGGCTAGAGAAGGATGTGGTT | GGAAAAGGGACTGAGTAGAGTGTGG |
| p63 | GTGCCTCTACCGTCAGTG | AAGAAGACAGGAAGAACCC |
| Smad1 | ACCTGTGGCTTCCGTCTC | TCGTGGCTCCTTCGTCA |
| Smad7 | AGATGGGGGAAGTGCTTTTT | GCGTGTCCAAAAGGCTAGAG |
| Suz12 | TGCCACTAGAAATTCAGAGAGCC | TTGTGCAGGTTTAACAGAACCA |
| Terc | CATTAGCTGTGGGTTCTGGTCT | TCCTGCGCTGACGTTTGTTT |
| Tert | ACTGGTGGAGATCATCTTTCTGGG | ACCTGAGGAGTCTGACATATTGGC |

# Supplementary material for: Telomere dysfunction impairs epidermal stem cell specification and differentiation by disrupting BMP/pSmad/P63 signaling
**Source:** PLoS Genet. 2019 Sep 13;15(9):e1008368. doi: 10.1371/journal.pgen.1008368
**Supplement:** S2 Table

**Supplementary Table 2** Primers used for telomere length measurement by qPCR.

| **Gene** | **Primer** |
| --- | --- |
| mTel-Forward | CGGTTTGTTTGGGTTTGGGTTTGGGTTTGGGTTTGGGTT |
| mTel-Reverse | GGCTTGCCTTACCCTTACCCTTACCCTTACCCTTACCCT |
| 36B4-Forward | ACTGGTCTAGGACCCGAGAAG |
| 36B4-Reverse | TCAATGGTGCCTCTGGAGATT |

# Supplementary material for: Telomere dysfunction impairs epidermal stem cell specification and differentiation by disrupting BMP/pSmad/P63 signaling
**Source:** PLoS Genet. 2019 Sep 13;15(9):e1008368. doi: 10.1371/journal.pgen.1008368
**Supplement:** S3 Table

**Supplementary Table 3** Primers for methylation analysis.

| **Genes** | **Forward** | **Reverse** |
| --- | --- | --- |
| Fst | GGTAGAGTAGTAGTAGTAGGAGGTAGAGTT | ACAACCCCACACACTAAAAAAC |
| Nanog | GAGGATGTTTTTTAAGTTTTTTTT | CCCACACTCATATCAATATAATAAC |
|  | AATGTTTATGGTGGATTTTGTAGGT |  |

# Supplementary material for: Telomere dysfunction impairs epidermal stem cell specification and differentiation by disrupting BMP/pSmad/P63 signaling
**Source:** PLoS Genet. 2019 Sep 13;15(9):e1008368. doi: 10.1371/journal.pgen.1008368
**Supplement:** S4 Table

**Supplementary Table 4** shRNA sequences targeting to *Fst.*

| **Plasmid** | **Target sequence** |
| --- | --- |
| pSIREN-Control | GCGTTCAATTAGCAGACCA |
| pSIREN-Fst_T1 | AGAACGGCCGCTGCCAGGT |
| pSIREN-Fst_T3 | TGCCACATACGCCAGCGAG |

# Supplementary material for: Telomere dysfunction impairs epidermal stem cell specification and differentiation by disrupting BMP/pSmad/P63 signaling
**Source:** PLoS Genet. 2019 Sep 13;15(9):e1008368. doi: 10.1371/journal.pgen.1008368
**Supplement:** S5 Table

**Supplementary Table 5** Primers for ChIP-qPCR.

| **Promoter loci** | **Forward** | **Reverse** |
| --- | --- | --- |
| Fst-pb1 | CCCGCTCCTACGCAAATAA | \| GGTGACATTTCCCACCTTCT \| \| --- \| |
| \| Fst-pb2 \| \| --- \| | \| AGAAGACCCGCCAACTTTC \| \| --- \| | \| TTTCTGTCCCGACTCCTCT \| \| --- \| |
| Fst-pb3 | CCTCAGTAGTACATCACAGCATAA | CTCTTCCCTCCAACGCATTA |
| \| Fst-pb4 \| \| --- \| | TCGTCTTTGCAGTCGTCTTT | TCCTTATGCAGGAAGGCAAATA |
| Fst-pb5 | CAAACAGCAAAGCTCCGTATTC | CCAGAAGACCCAACACAAGAT |
| \| β-actin \| \| --- \| | CGTGTGACAAAGCTAATGAGGCTG | CTAAGTTCAGTGTGCTGGGAGTCT |

How the deposited data were processed for this re-analysis (not part of the article)

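The data are 12 Affymetrix 430 2.0 mouse oligonucleotide arrays, 2 for each of 6 groups, from WT and *Terc*-/- (KO) cells at days 0, 8 and 15. The deposited values are linear intensities that the authors scaled, 1 value per probe set and array. The paper's methods name the software and method of CapitalBio, and the submitters' processing notes name MAS5, whose version and settings are not given in the sources used here. The 4 day 0 arrays were processed apart from the other 8, since their decimals, their lowest values and their medians differ. On 20 probe sets, all of the x_at type, the later values lie over 64-fold below those of day 0. One of them reads *Ran*, a gene of nuclear transport, at 15210 ± 422 (SD, n = 4) at day 0 and 6.03 ± 0.505 (SD, n = 8) later. Detection calls were not used here.

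Of 45101 probe sets, the 64 controls of the manufacturer were left out and 45037 were tested. Of these, 34945 carry 1 gene symbol, 932 carry several and 9160 carry none. A gene was read from the brightest probe set that carries its symbol alone, and genes without such a probe set, *Terc*, the *Zscan4* genes, *T* and *Runx2* among them, were not analysed here. No coordinates are given, since the files name no genome build.

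Log2 intensities, with values under 1 set to 1, were fitted with limma 3.58.1 (statmod 1.5.0) in R 4.3.3 with 1 mean per group, an intensity trend and robust moderation, and no replicate block. P-values are two-sided and were adjusted by Benjamini-Hochberg over all probe sets, with a threshold of 0.05. KO cells were compared with WT cells at each day and averaged over the 3 days, later days were compared with day 0 within a genotype, and the difference between genotypes in the change over time was tested as an interaction. The 1.8-fold rule of the paper was applied to the ratio of the linear group means, without a test. The paper's statistics section names tests for its experiments in general, and its text on the arrays names no test. Tables and figures were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.

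The genes named are drawn from those the paper names for its arrays or its qPCR, from up to 10 genes with the largest log2 difference in each direction per comparison among those that passed with both KO arrays on 1 side of both WT arrays, from up to 5 each way for WT cells from day 0 to day 15, and from up to 4 members per list. Others are marked as chosen after their values were seen, or serve as examples of a list. The 24 lists are pluripotency, 2-cell-like cells, BMP ligands with receptors and Smads, BMP targets, BMP and activin antagonists, TGF-β with activin and Nodal signaling, basal epidermis, differentiated and stratified epidermis, simple epithelium, neural ectoderm, smooth and cardiac muscle, primitive streak and early mesoderm, erythroid and blood cells, endothelium, endoderm, fibroblasts, DNA methylation, PRC2, germline genes silenced by DNA methylation, telomerase and telomere, p53 targets, cell cycle, chromosome 13 genes between *Fst* and the distal telomere, and Y-linked genes with *Xist*. The lists share 3 genes, *Gata1*, *Tcstv1* and *Tcstv3*. Lists were tested with camera and with fry.

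The fit was tested on simulated data, with 200 changed probe sets in each of 10 simulations. At day 15 it found 47.2% of the 1.8-fold changes, 59.6% of the 2-fold and 96.4% of the 4-fold changes, with a median of 6.5 false calls. For the interaction from day 0 to day 15 it found 12.8%, 23.0% and 85.2%. Camera called 10 of 10 simulated lists of 20 moved genes and 0 of 10 unmoved ones. In the real data 30 of 72 list tests lost their call with an estimated correlation between genes. The simulations therefore do not show that the real list calls are free of false ones.

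The alternatives were an offset of 32, quantile normalization, centring on the median, the brighter probe sets alone, no trend or robust moderation, a replicate block, only the arrays compared, the 2-group test that the paper's methods name, each array left out in turn, the mean over all probe sets of a gene, an estimated correlation between genes, and other thresholds, offsets and units for the 1.8-fold rule. The comparison of day 15 with day 8 and the fibroblast covariate were added after the values were seen.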

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

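The comparison of day 15 with day 8 and the tests for undifferentiated cells were chosen after the results were seen, while the normalization test and the other splits of the arrays were planned.

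The difference between KO and WT cells itself changed from day 0 to day 15 for 1971 probe sets, by an interaction test in limma. The count was 586 without WT day 0 replicate 1, 538 without WT day 0 replicate 2, 670 without KO day 0 replicate 2, 902 and 3260 without WT day 15 replicate 1 or 2, and 366 and 919 without KO day 15 replicate 1 or 2. From day 8 to day 15 it changed for 190 probe sets, which became 1730 without WT day 8 replicate 2, 29 and 44 without KO day 8 replicate 1 or 2, 1112 without WT day 15 replicate 2, and 14 and 42 without KO day 15 replicate 1 or 2. From day 0 to day 8, 0 probe sets passed in limma and 3926 had an unadjusted p under 0.05. That count of 0 became 1503 without WT day 8 replicate 1, 10 without WT day 8 replicate 2, 77 and 17 without KO day 0 replicate 1 or 2, and 9 and 10 without WT day 0 replicate 1 or 2.

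Between day 0 and day 15 the log2 difference of KO from WT cells moved up for genes of pluripotent and epiblast cells, by 4.13 for *Tdgf1*, 3.70 for *Eras*, 3.51 for *Pou5f1*, 3.46 for *Pou3f1*, 3.44 for *Fgf5*, 3.25 for *Dnmt3b*, 3.18 for *Otx2*, 3.17 for *Pim2* and 2.86 for *Nanog*. It also moved up for *Olig1* (4.08), *Lhx1* (3.77), *Stmn2* (3.62), *Irs4* (3.35), *Chga* (3.05), *Nptx2* (2.88), *Fzd5* (2.55), *Enpp3* (2.32) and the Polycomb gene *Eed* (0.90). It moved down for *Hbb-bh1* (-6.92), for the connective tissue genes *Fmod* (-5.38), *Col1a2* (-5.22) and *Cdh11* (-3.49), and for the blood and macrophage genes *Pf4* (-4.78), *Tyrobp* (-4.63), *C1qb* (-4.62) and *Mrc1* (-4.36). *Serpina1b* (-3.80), *Mest* (-3.66), *Wnt2* (-3.15), *Cttnbp2* (-2.66), *Tdo2* (-2.53), *Hmga2* (-1.78), *Tcstv1* (-1.69) and the keratins *Krt14* (-1.52), *Krt5* (-1.46) and *Krt4* (-1.24) moved down as well. Between day 8 and day 15 it moved by 3.90 for *Tdgf1*, 3.12 for *Lhx1*, 3.04 for *Olig1*, 2.41 for *Eras*, 2.27 for *Dnmt3b*, -1.17 for *Krt4*, -1.58 for *Krt5*, -4.33 for *C1qb*, -4.36 for *Tyrobp*, -4.37 for *Mrc1* and -4.43 for *Fmod*. The values of *Lhx1*, *Enpp3*, *Hbb-bh1*, *Fmod*, *Col1a2*, *C1qb*, *Serpina1b*, *Cttnbp2*, *Tdo2* and *Hmga2* are of a probe set that is not the gene's brightest. On the brightest, the move from day 0 to day 15 was 2.67 for *Lhx1*, 2.89 for *Enpp3*, -5.16 for *Hbb-bh1*, -3.22 for *Fmod*, -4.27 for *Col1a2*, -1.98 for *C1qb*, -3.35 for *Serpina1b* and -1.20 for *Hmga2*, and *Cttnbp2* and *Tdo2* did not pass (adjusted p = 0.241 and 0.0736 from limma). From day 8 to day 15 it was -3.27 for *Fmod* on the brightest, and *Lhx1* and *C1qb* did not pass (adjusted p = 0.138 and 0.115 from limma).

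Of the gene groups that the paper does not discuss for its arrays, the following passed camera in limma at the preset correlation with at least 1 member past over all probe sets, and none of them passed with an estimated correlation. The median log2 difference was 0.71 at day 0 for genes of 2-cell-like cells, 0.22 at day 8 and 0.70 at day 15 for neural genes and -1.44 at day 15 for endoderm genes. It was -0.18 at day 8 and 0.89 at day 15 for the primitive streak, -0.40 for erythroid and blood genes and -1.05 for endothelium at day 15, and -1.30 at day 8 and -2.01 at day 15 for fibroblast genes. At day 15 it was 0.66 for p53 targets, 0.22 for germline genes, 0.76 for simple epithelium and 0.72 for Y-linked genes with *Xist*.

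The pluripotency genes that were higher in KO cells at day 15 may come from undifferentiated cells left in those samples, from a slower loss of pluripotency in all cells, or from the scaling of the arrays. The scaling is argued against, since 23 of the 26 genes were higher after quantile normalization too. In KO cells the median percentile of the pluripotency genes was 96.2 at day 0 and 86.8 at day 15, against 66.2 in WT cells at day 15. Of the 23 genes higher in KO cells at day 15, 21 stood below both KO day 0 arrays. Of the 2904 probe sets higher in KO cells at day 15, 40.8% ranked above both KO day 0 arrays, against 43.2% of all probe sets, so undifferentiated cells and a slower loss cannot be told apart for the pluripotency genes. Undifferentiated cells are argued against for the primitive streak genes, which ranked higher in KO cells at day 15 than at day 0 by at least 19.8 percentile points (*Eomes* 19.8, *Fgf8* 45.8, *Gsc* 36.0, *Lhx1* 23.3).

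Averaged over the 3 days, 4357 probe sets differed between the genotypes in limma. Among 100 splits of the arrays within days the highest other count was 3073, with 1 split, the real one, as large. Each split that mixed the genotypes at day 15 gave 0, and the count of 3073 came from one that kept them apart at that day. The test therefore speaks mainly to day 15 and cannot exclude chance for a difference shared by the 3 days. The 4357 became 2327 and 2246 without WT day 0 replicate 1 or 2, 2530 without KO day 0 replicate 2, 6796 without WT day 8 replicate 1, 2336 and 2419 without KO day 8 replicate 1 or 2, and 2057 without KO day 15 replicate 1.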

How the results depend on the processing

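The comparison of day 15 with day 8 and the fibroblast covariate were chosen after the data were seen. Of the 22 calls of day 0, 8 had a mean intensity under 32, and with the brighter probe sets alone 0 passed in limma (3870 at an unadjusted p under 0.05 among all probe sets). Where an array is left out its partner is assumed to vary like the other groups, and the cause of a change was not tested unless fewer arrays or probe sets make it. Of the 5807 calls of day 15, 5314 passed after quantile normalization as well, and of the 22 of day 0, 15 did. Replicate numbers do not pair the arrays (correlations of 0.0111, 0.0442 and -0.0611 between the WT and KO deviations at days 0, 8 and 15).

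At day 0 the 22 calls became 293 with an offset of 32, 115 after quantile normalization and 34 with median centring. After quantile normalization 19 were higher and 96 lower, with centring 10 and 24, and with the offset 142 and 151. The 22 became 13 with trend and robust moderation off, 3 with a replicate block, 1 with only the arrays compared and 8 with the fibroblast covariate. The t-test of the methods gave 3769 unadjusted and 2 after Benjamini-Hochberg. The 508 of day 8 became 0 with only the arrays compared, and the t-test gave 3864 unadjusted and 0 adjusted. For day 15 the adjusted t-test gave 0, with 6541 unadjusted. With the brighter probe sets alone the changes from day 0 numbered 17522 and 18223 in WT cells at days 8 and 15 and 17445 and 17516 in KO cells, fewer because fewer were tested. The interaction from day 0 to day 8 gave 1 with the offset, 5 after quantile normalization and 24 with the block. That from day 0 to day 15 gave 3236 with only the arrays compared.

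Between days 8 and 15 the 7227 WT calls became 367 with only the arrays compared and 4770 by the unadjusted t-test, 0 adjusted. The 9 KO calls became 14 after quantile normalization, 2 with centring, 2 with the brighter probe sets, 5 with trend and robust moderation off and 1273 with only the arrays compared, and the t-test gave 4697 unadjusted and 0 adjusted. The 190 interaction calls became 124 after quantile normalization, 89 with the brighter probe sets and 29 with only the arrays compared.

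By fold, the 510 of day 0 became 279 at 2-fold, 1533 at 1.5-fold, 315 with the brighter probe sets, 246 with 32 added, 151 as gene symbols and 1495 for A49 against N33 alone. The 1029 of day 8 became 665 at 2-fold, 2423 at 1.5-fold, 534 with 32 added and 543 as gene symbols, and the 2829 of day 15 became 5577, 1626 and 1574 at 1.5-fold, with 32 added and as gene symbols. With only the arrays compared the pluripotency calls became 0 at day 8 and 12 at day 15.

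Leaving out 1 array at a time gave 27 to 673 calls at day 0, 5 to 2625 at day 8 and 1720 to 5831 at day 15, interactions of 0 to 1503, 366 to 3260 and 14 to 1730 (days 0 to 8, 0 to 15, 8 to 15), 2057 to 6796 averaged over days, 3598 to 9202 in WT and 0 to 5 in KO cells between days 8 and 15, 256 to 1362 and 896 to 1824 by 1.8-fold at days 0 and 8, 0 to 5 and 14 to 24 pluripotency genes at days 8 and 15, 0 to 6 BMP ligands and 7 to 14 basal epidermis genes at day 15.

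In WT cells some changes from day 0 reversed, by the construction of the alternative, which removes the lower scale of the later arrays. After quantile normalization and with centring they were 0.25 and 0.50 for *Bmp7* and 0.37 and 0.13 for *Gata1* at day 8, and 0.59 and 0.82 for *Bmp7*, 0.61 and 0.92 for *Smad1* and 0.37 and 0.14 for *Gata1* at day 15. The later changes from day 0 as a whole turned with it, from 2838 higher and 35015 lower at day 8 in WT cells to 14738 and 14630.

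Of 346 results on single genes, no other was counted as reversed. Of these results 131 lost their call with only the arrays compared and 24 after quantile normalization. With the mean over all probe sets of the gene 23 did, with the offset 21 and with the block 19. With the fibroblast covariate (run at day 0 only) 17 did, and with trend and robust off 12. With the brighter probe sets 8 did and with centring 2. Of the single-array results 290 lost a call, while 9 gained one. Of 72 list tests 30 lost their call with an estimated correlation, 14 with fry and at most 6 with any other alternative, and 18 single-array results did.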

Differences from the paper's values

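No test in this part was chosen after the result was seen, apart from the comparison of day 15 with day 8.

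The number of probe sets at least 1.8-fold higher in KO cells at day 0 is about 120 in Fig. 3A of the paper, read by eye, and 235 here. Of the alternatives set before the data were examined, the brighter probe sets (121), 32 added to the values (116), gene symbols as the unit (116) and leaving out KO replicate 2 (112) come within the paper's value. The mean on the log2 scale (225), quantile normalization (265), both KO arrays on the same side of both WT arrays (213), leaving out WT replicate 1 (316), WT replicate 2 (419) or KO replicate 1 (596) and A49 against N33 alone (682) do not. A count comes within the paper's value here where neither is more than 1.5 times the other. For the lower probe sets, about 230 in Fig. 3A, read by eye, the value here is 275 and does not differ by that measure. Of the alternatives that come within the paper's higher count, the brighter probe sets (194) also come within its lower count, and 32 added (130), gene symbols (35) and leaving out KO replicate 2 (144) do not.

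The paper gives *Fst* as higher in KO ES cells. Here it was higher by 1.02 on the brighter of 2 probe sets, on both KO arrays, which passes the paper's 1.8-fold rule but not limma's test (adjusted p = 0.335), and it passed neither on the other probe set. *Tbx3* and *Dnmt3a* had the directions that Fig. 3A marks, at 0.92 and -0.87, and likewise passed the 1.8-fold rule but not the test (adjusted p = 0.555 and 0.118 from limma). For *Tbx3* line A49 stood apart, at 2529 against 1101 in F35 and 914 and 851 in the WT lines.

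The paper gives *Bmp7*, *Smad1* and *Gata1* as rising in WT cells during differentiation along with *Bmp4*, citing S4 Fig, which holds both array and qPCR panels. Here *Bmp4* rose, and *Smad1* rose by day 8, and from day 0 to day 15 the log2 changes of *Bmp7*, *Gata1* and *Smad1* were -0.29, -0.97 and -0.20 as deposited. Quantile normalization gives 0.59, 0.37 and 0.61 for *Bmp7*, *Gata1* and *Smad1*, and median centring gives 0.82, 0.14 and 0.92.

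The paper gives genes upstream of this pathway as seemingly not affected by short telomeres. Here *Bmp4* and *Bmp5* were lower and *Bmp2* was higher at day 15, and *Smad5*, a part of the pathway itself, was lower, while the 3 type I and II receptor genes *Bmpr1a*, *Bmpr1b* and *Bmpr2* did not pass. The *Bmp4*, *Bmp5*, *Bmp2* and *Smad5* calls ended without WT replicate 1 or KO replicate 1. Without KO replicate 2 at most 1 of these calls held, and that of *Smad5* ended, as it did after quantile normalization.

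The paper gives *Gata1* as lower in KO cells during differentiation, citing S4 Fig, whose panel on the BMP4/Smad1 pathway is by qPCR, so that array values are set here against a statement that can rest on qPCR. Here it was at 0.21 at day 8 and 0.22 at day 15 on the log2 scale and did not pass, while the BMP targets *Smad6* and *Bambi* were lower at day 15. *Gata1* read under the median intensity of the arrays of both days and is not shown to be above background. Its values therefore neither show a decrease nor speak against it. The S4 legend gives BMP/TGF-β genes as higher during WT differentiation and reduced in KO cells. At day 15, 1 BMP ligand, receptor or Smad gene was higher and 3 lower in KO cells, 1 BMP target higher and 3 lower, and 3 TGF-β, activin and Nodal genes higher and 6 lower, with *Nodal* and *Bmp2* among the higher ones, and none of the 3 lists passed camera. At day 8 the 3 lists passed downward at the preset correlation, not with an estimated one, with 1, 1 and 0 genes lower and 0 higher. In WT cells at day 15 against day 0, between arrays scaled apart, 7, 5 and 10 of these genes were higher and 3, 6 and 5 lower as deposited. Against all other genes the 3 lists passed camera upward in limma (adjusted p = 2.95e-06, 0.0296 and 7.50e-07, and adjusted p = 0.126, 0.16 and 0.16 with an estimated correlation), which is the legend's direction. The median change of the BMP targets was -0.21. The endoderm, fibroblast and muscle lists passed upward there as well (camera in limma, adjusted p = 4.06e-17, 4.63e-11 and 2.36e-07), and likewise not with an estimated correlation. From day 8 to day 15, 1, 2 and 4 rose and 2, 3 and 2 fell, *Nodal* among the latter, and none of the 3 lists passed (camera in limma, adjusted p = 0.525, 0.502 and 0.179).

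The legend's statements on more differing genes as differentiation goes on and on pluripotency genes kept in KO cells have the same direction here. Of the epidermal genes that the paper gives as lower in KO cells by qPCR, *Krt14*, *Krt5* and *Krt4* were lower at day 15, and *Krt1* did not pass, with a log2 difference of -0.24 (adjusted p = 0.315 from limma). *Trp63* was at percentile 20.2 of the arrays in WT and 20.3 in KO cells and is not shown to be above background, so these values neither show a decrease nor speak against it.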

Other observations

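The predictions on feeder fibroblasts, on the lines, on p53 targets at day 0 and on chromosome 13 were written after the results were seen, while the gene lists and their camera tests were planned.

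At day 15 genes of the p53 response were higher in KO cells. *Mdm2*, the p53 target that limits p53, was at 913 ± 260 (SD, n = 2) in WT and 1998 ± 38.9 (SD, n = 2) in KO cells, and *Btg2*, *Ddit4* and *Trp53inp1* were higher by 1.12, 1.30 and 1.13 on the log2 scale (adjusted p = 0.0162, 0.00357 and 4.14e-04 from limma). At day 15, of 23 p53 targets 10 were higher and 0 lower, 14 higher and 1 lower when adjusted over the list alone (camera in limma, adjusted p = 7.43e-05, and adjusted p = 0.392 with an estimated correlation), and 0 passed at day 8. The *Mdm2* call ended without WT replicate 1 or either KO replicate. Of 14 telomerase and telomere genes 0 passed at days 0 and 8 (at day 8 1 higher and 1 lower when adjusted over the list alone), and 6 were higher and 1 lower at day 15, 6 and 2 when adjusted over the list alone (camera in limma, adjusted p = 0.11). *Tert*, the catalytic subunit of telomerase, was at 59.3 ± 1.72 (SD, n = 2) in WT and 100.5 ± 3.13 (SD, n = 2) in KO cells, a call that ended without any 1 of the 4 arrays, and *Dkc1* and *Nhp2*, of the RNA-protein complex that holds *Terc*, were higher by 1.04 and 1.11, while *Terf2*, of the telomere cap, was at -0.40.

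The germ cell helicase gene *Ddx4* was at 11.5 ± 5.38 (SD, n = 2) in WT and 42.7 ± 0.196 (SD, n = 2) in KO cells at day 15. Of 15 germline genes silenced by DNA methylation 0 passed at days 0 and 8 and 4 were higher at day 15, 0, 2 and 4 when adjusted over the list alone (camera in limma at day 8 and day 15, adjusted p = 0.00432 and 0.0218, and adjusted p = 0.185 and 0.373 with an estimated correlation). Of 11 PRC2 genes, which repress genes through histone methylation, *Eed* alone passed, at day 15 (682 ± 168 (SD, n = 2) in WT and 1249 ± 50.7 (SD, n = 2) in KO cells, 1 when adjusted over the list alone, camera in limma, adjusted p = 0.409). At day 8 1 PRC2 gene was higher and 1 lower when adjusted over the list alone. At day 0 none of the 11 passed, also when adjusted over the list alone, with log2 differences from -0.415 to 0.415. The 11 include *Ezh1* and *Ezh2*, which the paper gives as reduced in G4 ES cells by qPCR. *Cdh1*, the cadherin of epithelia, was at 1104 ± 469 (SD, n = 2) in WT and 3063 ± 308 (SD, n = 2) in KO cells at day 15, and of 9 simple epithelium genes 0 passed at days 0 and 8 and 3 were higher at day 15, 4 when adjusted over the list alone (camera in limma, adjusted p = 0.00489, and adjusted p = 0.426 with an estimated correlation). At day 0 the median of that list was -0.20 (camera in limma, adjusted p = 0.028, and adjusted p = 0.699 with an estimated correlation). *Hand2*, of the heart and smooth muscle, was at 2243 ± 725 (SD, n = 2) in WT and 456 ± 200.2 (SD, n = 2) in KO cells, and of 16 muscle genes 1 was higher and 3 lower at day 15, also when adjusted over the list alone (camera in limma, adjusted p = 0.193). At day 8 the muscle genes had a median of -0.48 with 0 past over all probe sets and 2 lower when adjusted over the list alone (camera in limma, adjusted p = 5.63e-04, and adjusted p = 0.301 with an estimated correlation). Of 14 cell cycle genes, *Mcm5* and *Mcm7*, of the replication helicase, were higher at day 15, 3 when adjusted over the list alone (camera in limma, adjusted p = 0.0574), and 0 of 8 genes of 2-cell-like cells passed at days 8 and 15, also when adjusted over the list alone (camera in limma, adjusted p = 0.543 and 0.21).

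At day 8, of 16 neural genes *Stmn2* and *Olig2* were higher, 4 when adjusted over the list alone (camera in limma, adjusted p = 9.70e-04, and adjusted p = 0.173 with an estimated correlation), and of 15 fibroblast genes *Cdh11* and *Twist1* were lower, 4 when adjusted over the list alone (camera in limma, adjusted p = 1.30e-05, and adjusted p = 0.301 with an estimated correlation). Of 9 primitive streak genes *Evx1* was lower and 0 higher, 3 lower when adjusted over the list alone (camera in limma, downward, adjusted p = 0.0277, and adjusted p = 0.503 with an estimated correlation). Endoderm genes, read from their brightest probe sets, had a median of -1.26 with 0 past over all probe sets and 7 lower when adjusted over the list alone (camera in limma, adjusted p = 1.34e-05, and adjusted p = 0.339 with an estimated correlation). Another probe set of *Afp*, not its brightest, passed at day 8, at -3.19 on the log2 scale (adjusted p = 0.0322 from limma). The Y-linked *Kdm5d*, *Eif2s3y* and *Uty* and *Xist*, whose transcript silences an X chromosome, were all higher in KO cells at day 15, as when adjusted over the list alone (camera in limma, adjusted p = 0.00454, and adjusted p = 0.373 with an estimated correlation), and the sex of the lines is not given in the sources used here. Of these 4 genes 0 passed over all probe sets at days 0 and 8, where 2 and 4 were higher when adjusted over the list alone (camera in limma, adjusted p = 0.00852 and 0.00135, and adjusted p = 0.63 and 0.179 with an estimated correlation). At day 0 *Kdm5d* was at 336 in line A49 and at 110 to 143 in the other 3 lines. From day 8 to day 15, 2989 probe sets were at least 1.8-fold apart in WT and 426 in KO cells. In limma 7227 and 9 passed over all 12 arrays, and 367 and 1273 with only the arrays compared, so the order of the genotypes turns with the fit. The 7227 became 3598 without WT day 15 replicate 1, and the 9 became 5 without KO day 8 replicate 2 and 0 without any 1 of the other 3 KO arrays of those days, with 4847 at an unadjusted p under 0.05 in KO cells.

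The higher *Fst* of KO ES cells at day 0 may come in part from RNA of feeder fibroblasts, or from the genotype. Of 15 fibroblast genes, 12 were higher on both KO arrays than on both WT arrays, where chance gives 16.7% each way, while *Sparc*, the brightest of them, was at 2664 ± 248.8 (SD, n = 2) in WT and 2537 ± 240.7 (SD, n = 2) in KO cells and *Col1a2*, the next, at 1273 ± 502 (SD, n = 2) and 1910 ± 477 (SD, n = 2). With the fibroblast level as a covariate the *Fst* difference went from 1.02 (standard error 0.32) to 0.448 (standard error 0.47), and the list's camera p with an estimated correlation was 0.164. The list's median log2 intensity was 8.22, 9.24, 9.18 and 9.73 in N12, N33, F35 and A49, and gene by gene the median difference was 0.74 between N33 and N12, 0.17 between F35 and N33 and 0.55 between A49 and F35, while *Fst* differed by 0.28 between N33 and N12, 0.55 between F35 and N33 and 0.67 between A49 and F35. The 4 lines are too few to separate the 2, which cannot be told apart for *Fst* on these arrays. The paper has other evidence on the genotype. It reports more *Fst* by qPCR in G3 and G4 ES cells, and a more active *Fst* promoter in a reporter assay of G4 ES cells. It also reports less H3K27me3 at that promoter and less Fst protein after *Terc* repair.

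Genes that set line A49 apart at day 0 could carry a difference between lines into the later days. Of the 6 probe sets with a day 0 mean of at least 32 and at least 4-fold apart in A49 from the other lines, 0% differed between KO and WT cells in the same direction at day 8 in limma, as for the 9 of F35 (Fisher's exact test, p = 1), too few to decide. At 1.8-fold, a second threshold chosen after that result was seen, 11 of 260 did (4.2%) at day 8 and 36 (13.8%) at day 15, with 16 in the opposite direction, against 0 of the 19 of F35 (Fisher's exact test, p = 1 and 0.147). Without the limit on the mean it was 37 of 316 at day 15 against 0 of 39 (p = 0.0221 by Fisher's exact test), and 11 of 316 against 1 of 39 at day 8 (p = 1). The lines of days 8 and 15 are not given, so line and genotype cannot be told apart there. The KO replicates had 149 probe sets at least 1.8-fold apart at day 8 and 169 at day 15, against 565 at day 0. For the WT replicates it was 1690 and 1076, against 355. Whether the KO replicates of a later day are a single line was not tested. If they are, the calls of that day may be differences between lines.

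A hypothesis is that p53 targets are raised in both KO lines at day 0, where *Cdkn1a*, the p53 target that halts the cell cycle, was at 1560 ± 74.1 (SD, n = 2) in WT and 2794 ± 229.9 (SD, n = 2) in KO cells. Of 23 targets 13 were higher on both KO arrays and 1 lower, against 16.7% each way by chance, and the median difference from WT cells was 0.26 in F35 and 0.24 in A49. Over all probe sets 0 passed in limma, with 4 when adjusted over the list alone (camera in limma, adjusted p = 0.00217, and adjusted p = 0.64 with an estimated correlation), and camera's unadjusted p with an estimated correlation was 0.24, which leaves it open. Genes between *Fst* and the end of chromosome 13 did not rise together with *Fst* at day 0. The median log2 difference of 17 genes was -0.101, with 7 above 0. *Tcstv1* alone was higher, 2 when adjusted over the list alone. This argues against a shared rise of the 17 genes on these arrays, not against a rise of some of them. The paper, citing RNA-seq, gives *Fst* and genes such as *Tcstv1* and *Tcstv3* as higher in G4 ES cells and lower after *Terc* repair.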
